# *Nf1* mutation disrupts activity-dependent oligodendroglial plasticity and motor learning in mice

**DOI:** 10.1038/s41593-024-01654-y

**Published:** 2024-05-30

**Authors:** Yuan Pan, Jared D. Hysinger, Belgin Yalçın, James J. Lennon, Youkyeong Gloria Byun, Preethi Raghavan, Nicole F. Schindler, Corina Anastasaki, Jit Chatterjee, Lijun Ni, Haojun Xu, Karen Malacon, Samin M. Jahan, Alexis E. Ivec, Benjamin E. Aghoghovwia, Christopher W. Mount, Surya Nagaraja, Suzanne Scheaffer, Laura D. Attardi, David H. Gutmann, Michelle Monje

**Keywords:** Oligodendrocyte, Developmental disorders

## Abstract

Neurogenetic disorders, such as neurofibromatosis type 1 (NF1), can cause cognitive and motor impairments, traditionally attributed to intrinsic neuronal defects such as disruption of synaptic function. Activity-regulated oligodendroglial plasticity also contributes to cognitive and motor functions by tuning neural circuit dynamics. However, the relevance of oligodendroglial plasticity to neurological dysfunction in NF1 is unclear. Here we explore the contribution of oligodendrocyte progenitor cells (OPCs) to pathological features of the NF1 syndrome in mice. Both male and female littermates (4–24 weeks of age) were used equally in this study. We demonstrate that mice with global or OPC-specific *Nf1* heterozygosity exhibit defects in activity-dependent oligodendrogenesis and harbor focal OPC hyperdensities with disrupted homeostatic OPC territorial boundaries. These OPC hyperdensities develop in a cell-intrinsic *Nf1* mutation-specific manner due to differential PI3K/AKT activation. OPC-specific *Nf1* loss impairs oligodendroglial differentiation and abrogates the normal oligodendroglial response to neuronal activity, leading to impaired motor learning performance. Collectively, these findings show that *Nf1* mutation delays oligodendroglial development and disrupts activity-dependent OPC function essential for normal motor learning in mice.

## Abstract (web summary)

Activity-dependent oligodendroglial plasticity contributes to neuronal functions. Here the authors show that adaptive oligodendrocyte progenitor cell responses are disrupted in neurofibromatosis 1, impairing oligodendroglial dynamics and resulting in motor learning deficits in *Nf1*-deficient and *Nf1*-mutant mice.

## Main

In the central nervous system (CNS), oligodendrocyte progenitor cells (OPCs) continuously proliferate throughout life, giving rise to oligodendrocytes, which are critical for myelination and the proper function of neural circuits^1–3^. In many brain regions, OPC division and differentiation are tightly regulated by neuronal activity, thus coupling adaptive myelination to neuronal signal propagation and network function^2,4–6^. As such, disruption of activity-regulated OPC differentiation results in wide-ranging effects on multiple domains of cognition, including attention, learning and memory^6–9^. For example, genetic inhibition of OPC differentiation results in motor learning deficits on the complex wheel test^7,8^.

While neuronal activity-dependent regulation of oligodendroglial dynamics is essential for normal CNS function, the contribution of dysregulated activity-dependent oligodendrogenesis to neurological and neuropsychiatric disorders is just beginning to come to light. Prior studies have shown that activity-regulated OPC proliferation, oligodendrogenesis and myelination are disrupted following chemotherapy, which contributes to chemotherapy-related cognitive impairment in mice^6^. Similarly, in rodent models of absence epilepsy, OPC proliferation, oligodendrocyte numbers and myelination are increased within the seizure network, and this aberrantly increased maladaptive myelination contributes to epilepsy progression such that genetic or pharmacological blockade of activity-regulated oligodendrogenesis decreases seizure frequency^10^. In another example of dysregulated oligodendroglial precursor proliferation leading to disease, OPCs can serve as a cell of origin for both low- and high-grade gliomas^11–14^.

The contribution of OPCs to both neurological dysfunction and gliomagenesis is particularly germane to neurofibromatosis type 1 (NF1), a cancer predisposition syndrome in which affected individuals are also prone to learning, behavioral and motor deficits. Patients with NF1 are born with a germline inactivating mutation in one copy of the *NF1* gene (monoallelic or heterozygous *NF1* loss) but may acquire a ‘second-hit’ mutation (biallelic *NF1* loss) during development in susceptible cell types to induce glioma formation^15,16^. In addition to increased brain tumor risk, children with NF1 exhibit impairments in attention, learning, working memory, executive function, motor function and motor learning^17–19^, which could reflect abnormalities in adaptive myelination^4,6,7,9^. Support for dysregulated OPC function in the setting of NF1 derives from several studies: analysis of heterozygous *Nf1*-mutant mice reveals increased OPC density in the spinal cord^20^, while *Nf1* genetic knockdown in zebrafish results in increased spinal cord OPC proliferation, density and migration^21^. Similarly, using the mosaic analysis with double markers (MADM) model, *Nf1*-null OPCs exhibit increased proliferation and decreased differentiation in vivo^22^. In this Article, we leveraged optogenetic and behavioral approaches coupled with numerous mouse strains harboring different NF1 patient germline *Nf1* gene mutations and OPC-specific *Nf1* loss to demonstrate that *Nf1* mutation in OPCs disrupts their adaptive responses, impairs oligodendroglial dynamics and results in motor learning deficits.

## Impaired *Nf1*-mutant OPC responses to neuronal activity

To determine how *Nf1* mutation might affect the adaptive responses of OPCs to neuronal activity, we generated mice that were genetically wild-type (WT)-equivalent (*Nf1*^WT^: *Nf1*^*+/+*^, *Nf1*^*fl/+*^ or *Nf1*^*fl/fl*^), OPC-specific heterozygous *Nf1*-mutant (*Nf1*^OPC-iHet^: *Nf1*^*fl/+*^*;Pdgfra::Cre*^*ER*^; i, inducible; tamoxifen injected at P24) and OPC-specific *Nf1*-null (*Nf1*^OPC-iKO^: *Nf1*^*fl/fl*^*;Pdgfra::Cre*^*ER*^, tamoxifen injected at P24) (Fig. 1a). Adeno-associated viruses (AAVs) carrying hSyn1 promotor-driven channelrhodopsin 2 (ChR2-eYFP) were injected into the premotor cortex to achieve neuronal expression of ChR2 (ref. ^23^). An optical cannula was then placed above the layer V neurons in the premotor cortex such that action potentials in ChR2-expressing neurons can be stimulated with blue light (Fig. 1b,c). Similar to our previous findings^4^, 20 Hz optogenetic stimulation of premotor circuit (motor planning area) triggers complex motor output in ChR2-expressing mice (circular walking behavior; Supplementary Video 1). During blue light stimulation, mice were given 5-ethynyl-2′-deoxyuridine (EdU) to identify dividing cells. Three hours after optogenetic stimulation, proliferating OPCs (EdU^+^/PDGFRα^+^ cells) were measured in frontal white matter projections (cingulum), which contain the axons of the stimulated neurons (Fig. 1c,d).

**Fig. 1:**
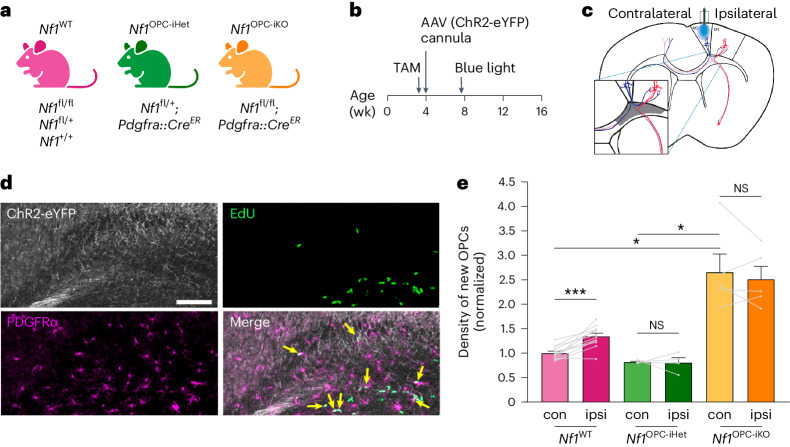
*Nf1*-mutant OPCs lack adaptive proliferative responses to increased neuronal activity. **a**, Mouse strains used. **b**, Experimental design. Tamoxifen (TAM) was given for 4 consecutive days starting at 3 weeks of age. AAV injection and cannula implantation into the premotor (M2) occurred at 4 weeks of age. Blue light stimulation at 7 weeks of age. **c**, Optogenetic stimulation of the ipsilateral side. Inset, the cingulum (gray), where M2 axons (blue) are concentrated. **d**, Representative IF images of the cingulum revealed cells expressing ChR2-eYFP (white), EdU (green) and PDGFRα (magenta). Arrows, proliferating OPCs (EdU^+^/PDGFRα^+^). Scale bar, 100 µm. **e**, Immunohistochemistry revealed an increased density of proliferating OPCs (EdU^+^/PDGFRα^+^) in the ipsilateral stimulated (ipsi, dark color) side, relative to the contralateral unstimulated (con, light color) side, in the brains of *Nf1*^WT^ mice (*N* = 12). No change between ipsilateral and contralateral sides was observed in *Nf1*^OPC-iHet^ (*N* = 4) and *Nf1*^OPC-iKO^ (*N* = 5) mice. ***P = 0.0008; *P = 0.041 (*Nf1*^WT^ contralateral versus *Nf1*^OPC-iKO^ contralateral), 0.0284 (*Nf1*^OPC-iHet^ contralateral versus *Nf1*^OPC-iKO^ contralateral). The density of new OPCs is normalized to contralateral *Nf1*^WT^ values in each cohort. Each point represents one mouse. Brown–Forsythe ANOVA test (*F* = 19.1) with Dunnett’s T3 multiple comparisons. Data shown as mean ± s.e.m.; two-sided; NS, not significant (*P* > 0.05). Source data

As expected for *Nf1*^WT^ mice^4^, optogenetically induced neuronal activity increased OPC proliferation ipsilateral to the site of optogenetic neuronal stimulation relative to the contralateral, nonstimulated side of the same mouse (Fig. 1e). During the 3 h following stimulation, newly proliferating OPCs have not yet differentiated into oligodendrocytes (Extended Data Fig. 1a); no microglial reactivity (Extended Data Fig. 1b–d) and few apoptotic cells (Extended Data Fig. 1e,f) were observed. As a control for surgical manipulation and blue light exposure, we expressed eYFP instead of ChR2-eYFP in *Nf1*^WT^ mice and observed no change in OPC proliferation following blue light delivery (Extended Data Fig. 1g), indicating that the increase in *Nf1*^WT^ OPC proliferation (Fig. 1e) results from optogenetic ChR2 activation of cortical projection neurons and is consistent with our previous findings^4^.

In striking contrast, optogenetically induced neuronal activity did not increase OPC proliferation in OPC-specific *Nf1*^OPC-iHet^ or *Nf1*^OPC-iKO^ mice (Fig. 1e), demonstrating that both monoallelic and biallelic *Nf1* inactivation abrogates the OPC proliferative response to neuronal activity. Notably, the overall density of proliferating OPCs is greater in *Nf1*^OPC-iKO^ mice (Fig. 1e) due to a generalized increase in total OPC density in *Nf1*^OPC-iKO^, relative to *Nf1*^WT^ and *Nf1*^OPC-iHet^, mouse brains (Extended Data Figs. 1h and 2a,b). This biallelic *Nf1* inactivation-induced increase in OPC density is consistent with previous findings demonstrating that *Nf1*-null OPCs exhibit increased proliferation^22^. Collectively, our findings reveal that *Nf1*-mutant OPCs lack the expected adaptive proliferative response to neuronal activity, and support a causative role for *Nf1* in regulating the homeostatic density of OPCs, which is strictly maintained in the healthy brain^24^.

## Deficiency in experience-regulated oligodendrogenesis

Since *Nf1* mutation leads to OPC dysregulation, we next asked whether *Nf1* inactivation impairs OPC responses to neuronal activity in the context of motor learning as measured using the complex wheel test. The complex wheel has unevenly spaced rungs (Fig. 2a), requiring motor learning in order for the mouse to remain on the wheel. As mice learn, they run increasingly faster for the duration of the observation period^7^. This motor skill learning task induces OPC proliferation and the generation of new oligodendrocytes, and this activity-regulated oligodendrogenesis is necessary for complex wheel motor learning^7,8^.

**Fig. 2:**
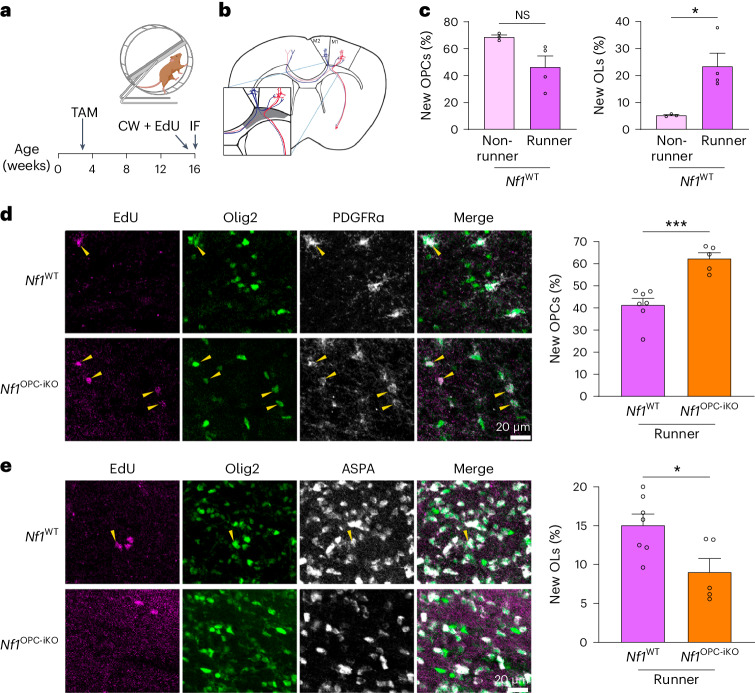
*Nf1*-deficient OPCs exhibit impaired experience-induced oligodendrogenesis. **a**, Experimental design. TAM, tamoxifen; CW, complex wheel; IF, immunofluorecence. **b**, OPC dynamics in cingulum (gray, inset) were analyzed by IF. **c**, Immunohistochemistry in *Nf1*^WT^ CW runners (*N* = 4) revealed no change in the percentage of new OPCs (number of EdU^+^/PDGFRα^+^ cells divided by EdU^+^ cells) and increased percentage of new oligodendrocytes (OLs, EdU^+^/ASPA^+^ divided by EdU^+^ cells), relative to *Nf1*^WT^ nonrunners (*N* = 3). *P = 0.0323. **d**, Immunohistochemistry revealed an increased percentage of new OPCs in *Nf1*^OPC-iKO^ mice (*N* = 5) relative to *Nf1*^WT^ (*N* = 7) mice at the end of CW test. ***P = 0.0003. Scale bars, 20 µm. **e**, Immunohistochemistry revealed a decreased percentage of new OLs in *Nf1*^OPC-iKO^ mice (*N* = 5) relative to *Nf1*^WT^ (*N* = 7) mice at the end of the CW test. *P = 0.0258. Scale bars, 20 µm. Pα, PDGFRα; unpaired *t*-test with Welch’s correction (**c**–**e**). Data shown as mean ± s.e.m.; each point represents one mouse (**c**–**e**); two-sided; NS, not significant (*P* > 0.05). Source data

Since loss of either one or both *Nf1* alleles in OPCs abrogates activity-regulated OPC proliferation (Fig. 1e), we hypothesized that *Nf1* mutation might also impair experience- and activity-regulated oligodendrogenesis. To evaluate this possibility, *Nf1*^WT^ and *Nf1*^OPC-iKO^ mice were given EdU in their drinking water during the complex wheel test to trace OPC proliferation and differentiation (Fig. 2a). At the end of 7 days of complex wheel training, we analyzed the percentage of newly proliferated OPCs (EdU^+^/PDGFRα^+^ cells) and newly generated oligodendrocytes (OLs; EdU^+^/ASPA^+^ cells) in the cingulum, where dense axonal tracks of the motor cortex reside (Fig. 2b). Consistent with previous studies^7,8^, *Nf1*^WT^ mice following complex wheel training harbor increased numbers of new oligodendrocytes without any change in EdU-labeled OPC content at this time point (Fig. 2c), indicating that in healthy mice this motor learning experience increases oligodendrogenesis in the cingulum and that by this time point OPCs that proliferated in response to the motor learning paradigm have differentiated into oligodendrocytes. In striking contrast, at the end of the test, mice with *Nf1*-null OPCs exhibit increased numbers of EdU-labeled OPCs, consistent with the overall increase in proliferating OPCs, and fewer new oligodendrocytes relative to their WT counterparts (Fig. 2d,e). No apoptosis (Extended Data Fig. 2c) after complex wheel training was detected at the time point examined to account for the observed reduction in new oligodendrocytes generated. Taken together, these data support a critical role for the *Nf1* gene in OPC differentiation and demonstrate a deficit in experience-dependent oligodendrogenesis in *Nf1*-null OPCs.

## *Nf1* loss generates OPC hyperdensities via PI3K/AKT activity

To determine whether monoallelic *Nf1* inactivation also leads to deficits in experience-dependent oligodendrogenesis, we next analyzed OPC dynamics in *Nf1*^OPC-Het^ (*Nf1*^*fl/+*^*;Pdgfra::Cre*) mice at the end of the 7-day complex wheel test. Interestingly, we observed focal areas containing increased OPC density (focal OPC hyperdensities) throughout the brains of *Nf1*^OPC-Het^ mice (Fig. 3a), a finding indicative of impaired control of OPC density^24^. These focal OPC hyperdensities were also present in *Nf1*^OPC-iHet^ mice (*Nf1*^*fl/+*^*;Pdgfra::Cre*^*ER*^, tamoxifen injected at P24) not subjected to the complex wheel testing (Extended Data Fig. 2d,e), suggesting that formation of focal OPC hyperdensities is not a motor learning-driven event. OPC density within the focal OPC hyperdensities of OPC-specific *Nf1-*heterozygous mice is similar to that observed globally in the brains of *Nf1*^OPC-iKO^ mice (Extended Data Fig. 2e). In addition to the forebrain, focal OPC hyperdensities were also found in the hindbrains of *Nf1*^+/−^ mice, more often seen in the brainstem than the cerebellum (Extended Data Fig. 2f,g). These findings raise the intriguing idea that these regions of OPC hyperdensity, in which the normal OPC territorial boundaries^24^ are not respected, represent areas in which OPCs have lost expression of the remaining functional *Nf1* allele (*Nf1*-null OPCs).

**Fig. 3:**
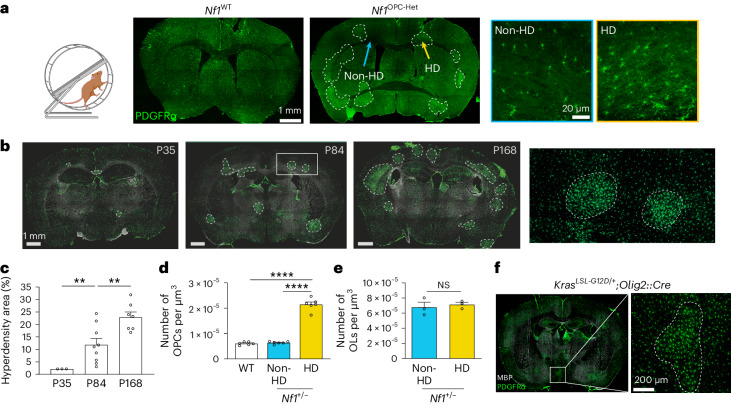
Monoallelic *Nf1* inactivation generates focal OPC hyperdensities with defective experience-dependent oligodendrogenesis. **a**, Left: experimental design. CW, complex wheel. Middle: immunohistochemistry of PDGFRα (green) revealed focal OPC hyperdensities (HD) in the *Nf1*^OPC-Het^ (*Nf1*^+/fl^;*Pdgfra::Cre*) mice. Scale bar, 1 mm. Right: representative non-HD (blue outline) and HD (yellow outline) OPCs (PDGFRα, green). Scale bar, 20 µm. **b**, PDGFRα immunohistochemistry (green) of *Nf1*^+/−^ mouse brains at P35, P84 and P168. Inset, two focal OPC hyperdensities and the surrounding nonhyperdensity regions. Scale bar, 1 mm. **c**, Quantification of **b** revealed an increased area of focal OPC hyperdensities in *Nf1*^+/−^ mouse brains at P35, P84 and P168. **P = 0.0092 (P35 versus P84), 0.0089 (P84 versus P168). *N* = 3, 9 and 7 (left to right). **d**, Quantification of OPC (PDGFRα^+^ cells) density in P35 mice revealed increased OPC density within the hyperdensity (HD) areas, relative to nonhyperdensity (non-HD) areas, in *Nf1*^+/−^ mouse brains and WT mouse brains. *N* = 6 per group. ****P < 0.001. **e**, Quantification of OL (ASPA^+^ cells) density in the cingulum of P184 *Nf1*^+/−^ mice revealed no differences between hyperdensities (HD) and nonhyperdensity (non-HD) areas. *N* = 3 per group. Unpaired *t*-test with Welch’s correction. **f**, Immunohistochemistry of PDGFRα (green) revealed focal OPC hyperdensities in the brains of *Kras*^*LSL-G12D/+*^*;Olig2::Cre* mice. Scale bar, 200 µm. Brown–Forsythe ANOVA test with Dunnett’s T3 multiple comparisons (**c**, *F* = 20.57; **d**, *F* = 216). Data shown as mean ± s.e.m.; each point represents one mouse (**c**–**e**); two-sided; NS, not significant (*P* > 0.05). Source data

Within these focal OPC hyperdensities, no changes in the density of microglia (Iba1^+^ cells), reactive microglia (CD68^+^/Iba1^+^ cells) or reactive astrocytes (*Cxcl10*^+^/*Sox9*^+^ cells) were observed (Extended Data Fig. 3a–c). We also did not detect senescent cells (p21^+^ cells) or apoptotic cells (TUNEL^+^ cells) within these focal OPC hyperdensities (Extended Data Fig. 3d). The size of the focal OPC hyperdensities appears to increase with age (Fig. 3b–d). We found a transient increase in OPC proliferation in small focal OPC hyperdensities at 5 weeks, but not at 24 weeks, of age compared to regions with normal OPC density in the same brains (Extended Data Fig. 4a–d). Whereas the ability of OPCs to generate new oligodendrocytes (evidenced by EdU tracing) is reduced in the focal OPC hyperdensities relative to nonhyperdense areas (Extended Data Fig. 4e), the density of mature oligodendrocytes inside and outside of the focal OPC hyperdensities did not differ in adult mice (Fig. 3e). In contrast, mice harboring monoallelic inactivation of other tumor suppressor genes (for example, *Trp53*, *Pten* and *Rb1*) did not exhibit focal OPC hyperdensities (Extended Data Fig. 5), establishing this phenotype as unique to NF1.

As a GTPase-activating protein, one of the main functions of the *NF1* protein (neurofibromin) is to negatively regulate RAS activity. Using mice in which constitutively active KRAS is targeted to oligodendroglial lineage cells (*Kras*^*LSL-G12D*^*;Olig2::Cre*), KRAS hyperactivation phenocopies *Nf1* loss (Fig. 3f), indicating that increased KRAS activity is sufficient to induce focal OPC hyperdensities. To determine whether KRAS is necessary for inducing focal OPC hyperdensities in heterozygous *Nf1*-mutant mice, we engineered *Kras* haploinsufficiency in the *Nf1*-mutant mice. Whereas *Kras* haploinsufficiency normalizes *Nf1* mutation-induced RAS hyperactivation and does not induce OPC hyperdensities on its own (Extended Data Fig. 6a–c), *Kras* haploinsufficiency fails to reduce the size of the focal OPC hyperdensities in heterozygous *Nf1*-mutant mice (Extended Data Fig. 6c). Taken together, these findings suggest that oncogenic RAS hyperactivation in OPCs is sufficient to generate OPC hyperdensities but is not fully responsible for OPC hyperdensity formation in *Nf1*-mutant mice.

These findings indicating sufficiency but not necessity prompted us to further explore the causative etiology underlying OPC dysfunction in *Nf1*-mutant mice. First, we leveraged a collection of *Nf1*-mutant mouse strains harboring different heterozygous NF1 patient-derived germline *Nf1* gene mutations. Using this approach, we identified one line (*Nf1*^+/C383X^) that developed OPC hyperdensities similar to the *Nf1*-heterozygous mice engineered by inserting a neomycin cassette into exon 31 of the *Nf1* gene (*Nf1*^+/neo^), while three other lines (*Nf1*^+/R1809C^, *Nf1*^+/G848R^ and *Nf1*^+/R1276P^) did not exhibit OPC hyperdensities (Fig. 4a). In all of these NF1 model mouse strains, irrespective of OPC hyperdensity development, RAS activity is elevated^25–27^. Second, we examined PI3K-AKT signaling, which is also dysregulated in *Nf1*-mutant cells^28–30^. Examining AKT activity levels in brain lysates from WT and *Nf1*-mutant mice, we found that, relative to WT mice, AKT activity was increased by >2-fold in *Nf1*^+/neo^ and *Nf1*^+/C383X^ mice that form OPC hyperdensities but was largely not changed in *Nf1*^+/R1809C^, *Nf1*^+/G848R^ or *Nf1*^+/R1276P^ mice that harbor few or tiny OPC hyperdensities (Fig. 4b). Consistently, in OPCs derived from human induced pluripotent stem (iPS) cells with *NF1* mutations, only OPCs with the *NF1*^C383X^, but not the *NF1*^R1809C^, mutation exhibited elevated AKT activity relative to their WT controls (Fig. 4c). Third, we demonstrate that in vivo pharmacological PI3K/AKT inhibition using NVP-BKM120 reduced the OPC hyperdensity-affected area in the brains of *Nf1*^+/neo^ mice (Fig. 4d). Taken together, these data suggest that differential AKT activation underlies the development of OPC hyperdensities in *Nf1*-mutant mice.

**Fig. 4:**
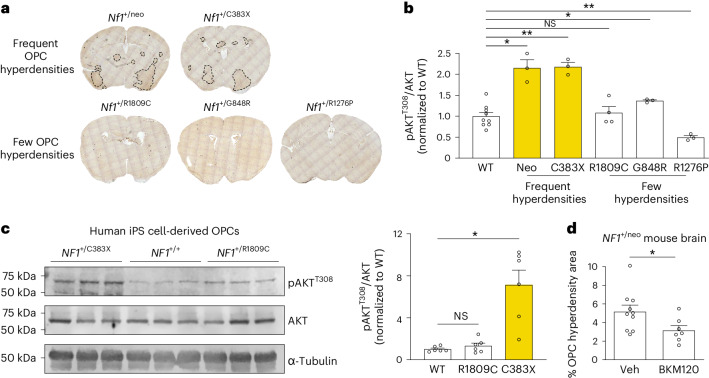
Heterozygous *Nf1*-mutant mouse brains contain focal OPC hyperdensities whose formation is *Nf1* mutation and PI3K dependent. **a**, Focal OPC hyperdensities (labeled by anti-PDGFRα antibody immunohistochemistry, brown) were detected in some, but not all, mice harboring NF1 patient-derived germline *Nf1* mutations. **b**, Immunoblotting revealed >2-fold increased AKT activity (phospho-AKT^T308^) in the brains of heterozygous *Nf1*-mutant mice with focal OPC hyperdensities in **a** relative to WT mice. *P = 0.042 (WT versus neo), 0.0138 (WT versus G848R); **P = 0.0015 (WT versus C383X), 0.0022 (WT versus R1276P). *N* = 9, 3, 3, 4, 3 and 3 (left to right). **c**, Immunoblotting of human iPS cell-derived OPCs heterozygous for *NF1*^+/C383X^, but not *NF1*^+/R1809C^, mutations have increased AKT activity (phospho-AKT^T308^) relative to WT OPCs. *P = 0.0135. *N* = 6 per group. **d**, Immunohistochemistry for the OPC marker PDGFRα revealed reduced area of focal OPC hyperdensities in the brains of *Nf1*^+/neo^ mice treated with NVP-BKM120 relative to mice treated with vehicle control (Veh). Unpaired *t*-test with Welch’s correction. *N* = 10,7 (left to right). *P = 0.0316. Brown–Forsythe ANOVA test with Dunnett’s T3 multiple comparisons (**b**, *F* = 29.16; **c**, *F* = 17.52). Data shown as mean ± s.e.m.; each point represents one mouse (**b**–**d**); two-sided; NS, not significant (*P* > 0.05). Source data

## Impaired adaptive oligodendrogenesis in OPC hyperdensities

To determine whether OPCs within the focal OPC hyperdensities of *Nf1*^OPC-Het^ mice exhibit the same activity-dependent defects seen in *Nf1*^OPC-iKO^ mice, we quantified new OPCs and new oligodendrocytes in the cingulum of *Nf1*^OPC-Het^ mice at the end of the complex wheel test (Fig. 3a). Whereas the OPCs in regions of normal OPC density behave similarly to *Nf1*^WT^ OPCs, OPCs within focal OPC hyperdensities display impaired oligodendrogenesis at the end of the complex wheel test (Extended Data Fig. 7a) similar to *Nf1*-null OPCs (Fig. 2d,e).

Since the experience-dependent oligodendrogenesis deficits within focal OPC hyperdensities of *Nf1*^OPC-Het^ mice are similar to those observed in *Nf1*-null OPCs, we postulated that these hyperdense OPCs probably exhibit *Nf1* loss of heterozygosity, resulting in reduced levels of *Nf1* mRNA and protein. Unfortunately, few reagents (probes and antibodies) currently exist to accurately quantitate *Nf1* RNA/protein by in situ hybridization or immunohistochemistry. We first evaluated multiple commercially available or laboratory-generated *Nf1* probes and antibodies without success. 

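Fresh frozen brain from *Nf1*+/- mice was cut into 10-µm sections, and 4 sections, named sections 1 to 4 here, were profiled on Visium slides, on which each barcoded spot captures the mRNA of the cells above it. The labels do not say whether the 4 sections came from 4 mice, so n counts sections, and no wild-type section was used here. The authors processed the reads with Space Ranger 1.3.1 and deposited the raw count of unique molecular identifiers (UMIs) for each of 32285 genes in each spot. Sections 1, 2, 3 and 4 held 1554, 2359, 2320 and 1435 spots with 23475144, 37002379, 22018100 and 19261710 UMIs. After spots with under 500 UMIs were left out (17, 1, 26 and 4 spots), the median per spot was 14922, 15296.5, 8862.5 and 12232 UMIs, so section 3 was the shallowest.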

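The outlines of the study's regions were not used here, so spots were grouped by their own counts instead. In each section, the 10% of spots with the largest excess of UMIs of 8 OPC marker genes (*Pdgfra*, *Cspg4*, *C1ql1*, *Cacng4*, *Lhfpl3*, *Matn4*, *Neu4* and *Pcdh15*) over the number their total UMIs predict were called OPC-marker-high spots (154, 236, 229 and 143 spots). An OPC-marker-high spot need not lie in a hyperdensity, and a hyperdensity can hold spots outside this group. UMIs were summed over the OPC-marker-high spots and over the other spots of each section, and the 8 sums were compared by edgeR's quasi-likelihood test with TMM normalization, the section as a block and Benjamini-Hochberg adjustment over 14267 genes. The choice of marker could change the result. With *Pdgfra* alone as the marker, 535 genes other than the 8 markers had an adjusted p-value under 0.05, against 839 with the 8 markers, and 329 were shared.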

We next performed spatial transcriptomic analysis, which allows for evaluation of regional RNA expression, in OPC hyperdensities relative to areas lacking these hyperdensities in heterozygous *Nf1*-mutant mice (Extended Data Fig. 7b). While *Nf1* mRNA copy numbers in the brain were too low to evaluate differential expression, we detected increased expression of four genes (*Ttr*, *Enpp2*, *Rarres2* and *Ecrg4*) in the focal OPC hyperdensities relative to regions lacking focal OPC hyperdensities (Extended Data Fig. 7c). 

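*Nf1* (ENSMUSG00000020716) was counted at 7.84, 5.08, 6.09 and 6.13 CPM (UMIs scaled to a section total of 1000000) in sections 1 to 4 (mean 6.28 ± 1.14, SD, n = 4 sections), from 184, 188, 134 and 118 UMIs. At least 1 *Nf1* UMI was found in 10.9% of the spots of section 1 (95% exact binomial interval 9.41 to 12.6%), 7.46% of section 2 (6.44 to 8.60%), 5.62% of section 3 (4.72 to 6.65%) and 7.69% of section 4 (6.36 to 9.19%), and no spot held more than 3. The intervals cover counting error only. Among the spots with at least 5000 UMIs (72, 143, 427 and 207 shallower spots left out in sections 1 to 4), the share was 8.57% ± 2.10, and 3.31% ± 0.644 once each of them was randomly thinned to 5000 UMIs (SD, n = 4 sections). The OPC-marker-high spots held 52 *Nf1* UMIs in all and the other spots 572, a log2 fold change of −0.12 (standard error 0.21, adjusted p = 0.848 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When the *Nf1* UMIs of the OPC-marker-high spots were randomly thinned to 50%, the same test called a decrease in 96 of 100 draws. A spot holds *Nf1* mRNA of other cells too, so a loss in OPCs alone would remove less than this from the spot.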

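In OPC-marker-high spots relative to the other spots, the log2 fold change was −0.50 for *Ttr* (ENSMUSG00000061808; standard error 0.11, adjusted p = 0.00356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.15 for *Enpp2* (ENSMUSG00000022425; standard error 0.072, adjusted p = 0.282), −0.022 for *Rarres2* (ENSMUSG00000009281; standard error 0.11, adjusted p = 0.954) and −0.48 for *Ecrg4* (ENSMUSG00000026051; standard error 0.15, adjusted p = 0.0631). The sections differed in direction. The log2 ratio of *Ttr* was −0.90, 0.89, −1.16 and −0.023 in sections 1 to 4, and that of *Ecrg4* was −0.93, −0.15, 0.70 and 0.15. In sections 2 and 3 the OPC-marker-high spots held few of these UMIs, 38 and 68 of *Ttr* and 12 and 12 of *Ecrg4*. Counting error may thus account for part of the differences in direction. Section 1 decided the call of *Ttr*, whose log2 fold change was −0.10 without it (adjusted p = 0.594 from edgeR). The direction also depended on the marker, and the paper itself recognises hyperdensities by PDGFRα. In spots picked by *Pdgfra* alone, the log2 fold change was 0.72 for *Ttr* (adjusted p = 7.78e-17 from edgeR), 0.39 for *Enpp2* (adjusted p = 6.82e-09), 0.27 for *Rarres2* (adjusted p = 0.122) and 0.70 for *Ecrg4* (adjusted p = 7.74e-07). All 4 ratios lay above 0 in sections 1 and 4, whereas *Ttr* stood at −0.47 in section 3 and *Ecrg4* at −0.49 in section 2. These p-values use a spread drawn toward that of other genes, so they do not measure the spread between sections alone. In the 8-marker fit, edgeR's robust estimate gave *Ttr* a standard error of 0.30 and an adjusted p-value of 0.549. No robust fit was made for *Pdgfra* alone.

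**Figure D1:**
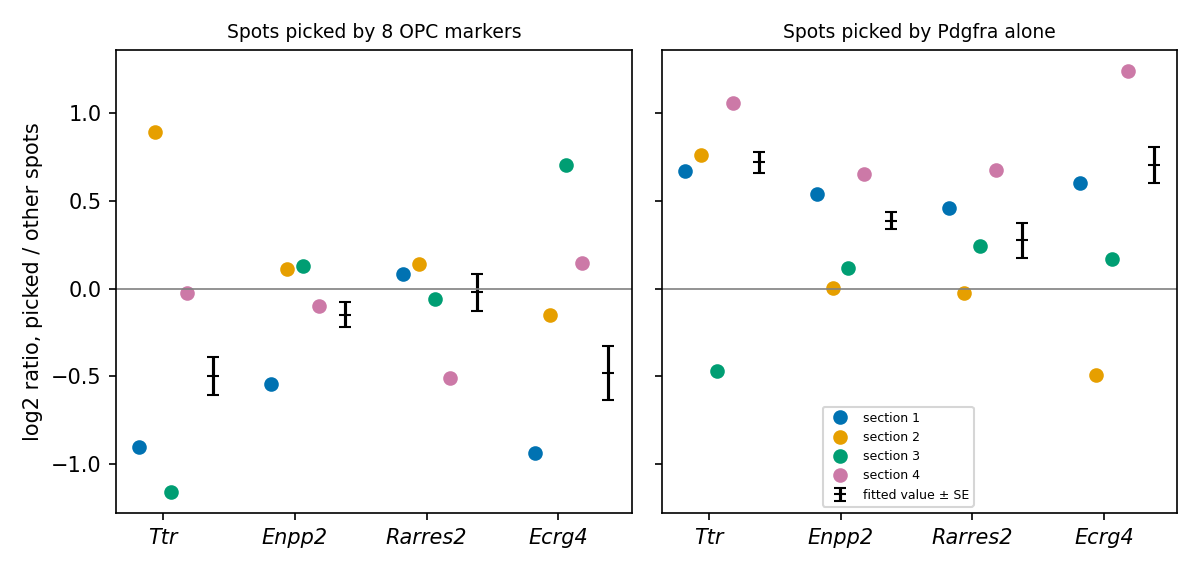
Log2 ratio of CPM in the picked spots over the other spots for *Ttr*, *Enpp2*, *Rarres2* and *Ecrg4*, with a point per section and a black bar for the fitted log2 fold change with its standard error. Spots were picked by 8 OPC markers (left) or by *Pdgfra* alone (right), and the fitted value of *Ttr* lies at −0.50 on the left and 0.72 on the right.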

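The UMIs of the 4 genes were not evenly spread over the sections. Spots in which at least 3 of 10 marker genes of choroid plexus epithelium were detected (*Ttr*, *Enpp2*, *Rarres2* and *Ecrg4* not among them) numbered 189, 4, 7 and 76 in sections 1 to 4. In section 1 these spots held 14.2% of all UMIs but 70.0% of the UMIs of *Ttr*, 60.5% of *Enpp2*, 46.5% of *Rarres2* and 73.9% of *Ecrg4*. In section 4 they held 3.08% of all UMIs and 68.6%, 41.4%, 23.9% and 65.0% of the UMIs of the same genes. Over all 4 sections, the mean share was 44.7% ± 32.4 for *Ttr*, 25.8% ± 30.1 for *Enpp2*, 19.7% ± 20.4 for *Rarres2* and 38.4% ± 36.6 for *Ecrg4* (SD, n = 4 sections), so the spread between sections was close to the mean. With choroid plexus-marker spots left out, the log2 fold change in OPC-marker-high spots was 0.068 for *Ttr*, 0.12 for *Enpp2*, 0.010 for *Rarres2* and 0.032 for *Ecrg4*, and 0 of the 4 had an adjusted p-value under 0.05 (1, *Enpp2*, at an unadjusted p under 0.05). From its own comparison of the outlined regions, the paper states that the 4 genes were higher in the hyperdensities and that *Nf1* mRNA was too scarce to compare.

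**Figure D2:**
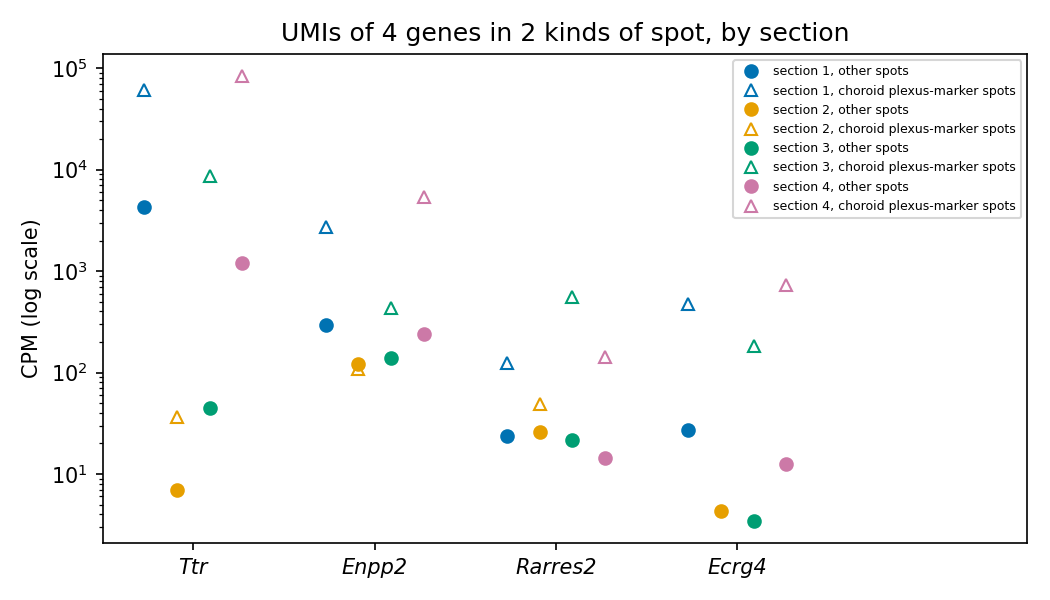
CPM, on a log axis, of *Ttr*, *Enpp2*, *Rarres2* and *Ecrg4* in choroid plexus-marker spots (open triangles) and other spots (filled circles) of each section. *Ttr* lay at 60246 in the choroid plexus-marker spots of section 1 against 4271 in its other spots, and *Ecrg4* had no UMI in the 4 such spots of section 2, where no triangle is drawn.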

Many of the candidates we identified in the spatial transcriptomics analysis have been previously implicated in oligodendroglial lineage function. First, transthyretin (*Ttr*) is expressed by OPCs and has been reported to promote both OPC proliferation and differentiation^31^. Second, ECRG4 augurin precursor (ECRG4) is a hormone-like peptide that induces OPC senescence^32^. Third, ectonucleotide pyrophosphatase/phosphodiesterase 2 (ENPP2) induces the differentiation of OPCs from Olig2^+^ precursor cells in the developing zebrafish hindbrain^33^. Notably, ENPP6, another member of the ENPP family, serves as a marker of motor learning (complex wheel)-induced oligodendrogenesis^8^. Immunofluorescence (IF) and in situ hybridization validation of the spatial transcriptomic data revealed increased areas of Ecrg4 (IF), Enpp2 (IF) and *Ttr* (in situ hybridization) signal in regions of focal OPC hyperdensities within *Nf1*^+/−^ mouse brains relative to brain regions lacking focal OPC hyperdensities (Extended Data Fig. 7d,e).

Taken together, these findings demonstrate that *Nf1* loss leads to the development of focal OPC hyperdensities, within which OPCs exhibit defective experience-dependent oligodendrogenesis and dysregulated oligodendroglial gene expression relevant to OPC function.

## *Nf1*-mutant mice exhibit delayed oligodendroglial development

After observing that *Nf1* loss leads to defective experience-dependent oligodendrogenesis, we next asked whether baseline oligodendrogenesis is affected by *Nf1* loss in OPCs using EdU lineage tracing. In both 1-month-old and 4-month-old *Nf1*^OPC-iKO^ mice, we observed increased OPC proliferation and reduced differentiation relative to *Nf1*^WT^ mice, with smaller differences in the 4-month-old mice (Extended Data Fig. 8a,b). We next examined oligodendroglial lineage progression in OPCs isolated from *Nf1*^OPC-iKO^ and *Nf1*^WT^ pups. Using a standard OPC differentiation assay, *Nf1* loss (both monoallelic and biallelic) in OPCs decreases oligodendrogenesis in vitro (Fig. 5a,b).

**Fig. 5:**
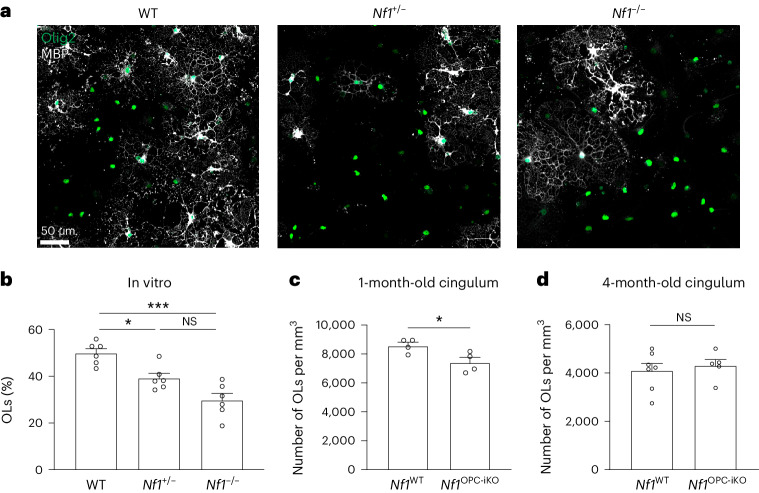
*Nf1* mutation inhibits OPC differentiation, and *Nf1*-mutant mice exhibit delayed oligodendroglial development. **a**,**b**, WT, *Nf1*^+/−^ and *Nf1*^−/−^ OPCs were cultured and induced for differentiation. Immunocytochemistry using MBP (oligodendrocyte marker) and Olig2 (oligodendroglial lineage marker) antibodies revealed a reduced percentage of oligodendrocytes (the number of MBP^+^ cells divided by the number of Olig2^+^ cells) in *Nf1*^+/−^ and *Nf1*^−/−^ OPCs, compared to the WT OPCs. Brown–Forsythe ANOVA test (*F* = 18.15) with Dunnett’s T3 multiple comparisons. *P = 0.0111; ***P = 0.0008. Scale bar, 50 µm. **c**, Immunohistochemistry performed in the cingulum of 1-month-old *Nf1*^WT^ and *Nf1*^OPC-iKO^ mice (tamoxifen injection at P28) revealed that *Nf1*^OPC-iKO^ mice had reduced density of oligodendrocytes (Olig2^+^/PDGFRα^−^ cells). *N* = 4 per group. *P = 0.0382. **d**, Immunohistochemistry in the cingulum of 4-month-old *Nf1*^WT^ (*N* = 7) and *Nf1*^OPC-iKO^ (*N* = 5) mice revealed similar oligodendrocyte (ASPA^+^ cells) density. Unpaired *t*-test with Welch’s correction (**c** and **d**). Data shown as mean ± s.e.m.; each point represents one mouse (**c** and **d**); two-sided; NS, not significant (*P* > 0.05). Source data

Given the impaired OPC differentiation phenotype observed in *Nf1*-mutant OPCs, we quantified oligodendrocytes in developing and adult mice. At 1 month of age, *Nf1*^OPC-iKO^ mice exhibited reduced overall oligodendrocyte density compared to the *Nf1*^WT^ mice (Fig. 5c). This difference was no longer evident at 4 months of age (Fig. 5d). These findings indicate an impairment in developmental oligodendrogenesis that compensates by adulthood and suggests that the increased overall number of OPCs in *Nf1*^OPC-iKO^ mice may gradually compensate for their reduced capacity for oligodendrogenesis. Concordantly, by 4 months of age, we did not observe differences in myelination (number of myelinated axons and myelin sheath thickness) in the cingulum or corpus callosum of *Nf1*^OPC-iKO^ mice, as assessed by electron microscopy (Extended Data Fig. 8c–e), nor did we find differences in myelin or density of oligodendrocytes of adult *Nf1*^+/−^ mice (Extended Data Fig. 8f,g). The volume of the cingulum and corpus callosum was equivalent in *Nf1*-mutant and WT mice at all time points examined (Extended Data Fig. 8d,h).

Collectively, no gross deficits in baseline oligodendrocyte density or myelination were observed in *Nf1*-mutant mice at the age at which the complex wheel test was performed. We postulate that normal myelination is achieved by adulthood in *Nf1*-mutant mice, whereas activity-regulated oligodendrogenesis remains impaired. These data suggest that baseline abnormalities in OPC proliferation and differentiation contribute to the OPC/oligodendrocyte phenotype observed in *Nf1*-mutant mice following testing on the complex wheel and that failure of the activity-related response means that neuronal activity does not overcome this oligodendrogenesis deficit.

## *Nf1* loss in OPCs results in motor skill learning deficits

Since *Nf1* loss leads to deficient experience-dependent oligodendrogenesis (Fig. 2d,e and Extended Data Fig. 7a), we next sought to determine whether OPC-specific *Nf1* loss causes impaired motor learning in adult mice. Before evaluating motor learning, we first assessed baseline motor function and found that the *Nf1*^OPC-Het^ mice lack abnormalities in overall motor function, including stride length, paw intensity and swing speed during normal gait (Extended Data Fig. 9a). This was important to confirm, as germline heterozygous *Nf1* loss (*Nf1*^*+/*^^−^ mice) results in motor function deficits (Extended Data Fig. 9b).

Focusing on complex wheel performance (measured as running velocity) as a function of running distance, we found that all *Nf1*^OPC-Het^ mice, when grouped together, exhibit similar motor performance as their *Nf1*^WT^ counterparts (Fig. 6a). As the hyperdense OPC areas in *Nf1*^OPC-Het^ mice exhibit impaired experience-dependent oligodendrogenesis (Extended Data Fig. 7a), we correlated focal OPC hyperdensity size and location with mouse motor performance. *Nf1*^OPC-Het^ mice with more focal OPC hyperdensities within the cingulum exhibit lower running speeds at the end of the complex wheel test (6.5 and 7 km in running distance) (Fig. 6b,c). This finding indicates that the degree of focal OPC hyperdensities in subcortical motor projections inversely correlates with motor learning, consistent with the result described above demonstrating that experience-dependent oligodendrogenesis is impaired in these focal OPC hyperdensities (Extended Data Fig. 7a).

**Fig. 6:**
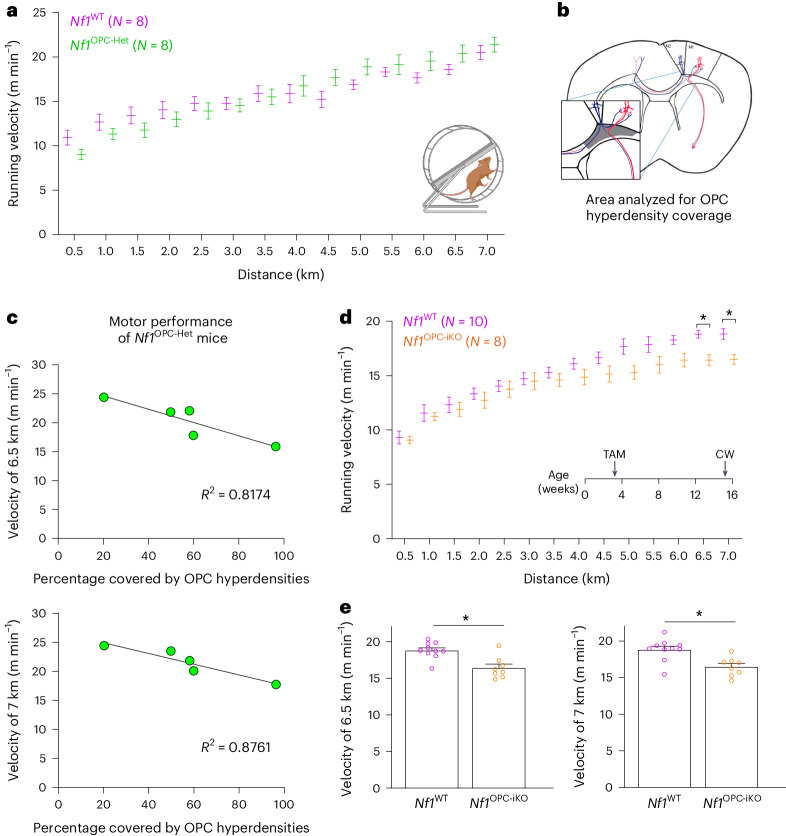
*Nf1* inactivation in OPCs results in motor learning deficits. **a**, *Nf1*^OPC-Het^ (*Nf1*^+/fl^;*Pdgfra::Cre*) mice (green, *N* = 8) showed a similar motor skill learning curve as *Nf1*^WT^ mice (magenta, *N* = 8). Two-way ANOVA with Bonferroni test. Comparisons between *Nf1*^WT^ and *Nf1*^OPC-iHet^ mice at each distance are not significantly different (*P* > 0.05). **b**, The shaded area represents the cingulum analyzed for the percent focal OPC hyperdensity coverage in **c**. **c**, The velocity of *Nf1*^OPC-Het^ mice at the end of the complex wheel test (6.5 and 7 km) is plotted against the percent area of cingulum covered by focal OPC hyperdensities. There is a negative correlation between the percent area covered by focal OPC hyperdensities and motor performance. Linear regression *R*^2^ = 0.8174 (6.5 km) and 0.8761 (7 km). **d**, Toward the end of the complex wheel test (6.5–7 km, **e**), *Nf1*^OPC-iKO^ mice (orange, *N* = 8) exhibited motor learning deficits relative to the *Nf1*^WT^ (magenta, *N* = 10) mice. **e**, The velocity of individual mice in **d** at 6.5 and 7 km. Two-way ANOVA with Bonferroni test. *P = 0.0332 (6.5 km) and 0.0372 (7 km). TAM, tamoxifen injection; CW, complex wheel. Data shown as mean ± s.e.m.; each point represents one mouse (**c** and **e**); two-sided (**a**, **d** and **e**).

Given that OPCs within focal OPC hyperdensities of *Nf1*^OPC-Het^ mice behave like *Nf1*-null OPCs, we evaluated the hypothesis that biallelic *Nf1* inactivation in OPCs impairs motor learning. Baseline gait analyses demonstrated that *Nf1*^OPC-iKO^ mice do not differ from *Nf1*^WT^ mice with respect to swing speed, stride length or paw intensity (Extended Data Fig. 9c). During the complex wheel test, both *Nf1*^WT^ and *Nf1*^OPC-iKO^ mice increased their running velocity. However, *Nf1*^OPC-iKO^ mice exhibited slower velocities than *Nf1*^WT^ controls toward the end of the test (6.5- and 7-km running distance; Fig. 6d,e), illustrating impaired motor learning concordant with the impaired experience-dependent oligodendrogenesis shown above (Fig. 2d,e). Taken together, these results establish that OPC-specific *Nf1* biallelic inactivation leads to motor learning deficits.

## Discussion

In this study, we demonstrate that heterozygous *Nf1*-mutant and *Nf1*-null OPCs lack appropriate proliferative responses to neuronal activity and *Nf1*-deficient OPCs exhibit impairments in experience-induced oligodendrogenesis. In the brains of OPC-specific heterozygous *Nf1*-mutant mice, we identified focal OPC hyperdensities where OPCs within these hyperdensities exhibit impaired experience-induced oligodendrogenesis. Moreover, *Nf1* loss in OPCs alone is sufficient to cause motor learning deficits. Collectively, our findings provide a mechanistic connection between oligodendroglial plasticity and cognitive function in a neurogenetic disorder, raising several key points relevant to NF1 and OPC function.

First, neuronal activity is known to regulate OPC proliferation, oligodendrogenesis and myelination, which in turn mediates optimal circuit dynamics and several domains of neurological function, including attention, motor function, motor learning, spatial learning and memory consolidation^6–9^. Our group has previously demonstrated that optogenetically induced neuronal activity in the motor planning region (premotor, M2) increases OPC proliferation and oligodendrogenesis, leading to increased myelination of the cingulum and corpus callosum and improved motor function^4^. Using a similar in vivo optogenetic paradigm herein, we found that neither heterozygous *Nf1*-mutant nor *Nf1*-null OPCs exhibit proper neuronal activity-induced proliferation, suggesting that *Nf1* mutation disrupts the cellular/molecular mechanisms used by OPCs to sense and/or respond to activity-dependent signals. Since neuronal activity-regulated oligodendroglial responses support adaptive myelination to fine-tune circuit dynamics, the failure of *Nf1*-mutant OPCs to respond to neuronal activity implies that compromised oligodendroglial plasticity may partially contribute to the learning difficulties common in individuals with NF1.

In children with NF1, diffusion tensor imaging studies of white matter reveal differences in fractional anisotropy within the corpus callosum and cingulum compared to the control group; such differences were detected only during childhood (1–12 years of age) and not at adolescent ages^34^. These findings suggest delayed myelination during childhood that catches up later in adulthood. Supporting this hypothesis, we found reduced oligodendrocyte numbers in young (1-month-old) *Nf1*-mutant mice that normalize by adulthood. It is important to note that oligodendroglial cells also play myelin-independent roles, including axonal pruning^35^, synaptic pruning^36,37^, potassium buffering^38^ and antigen presentation^39^; *Nf1* mutations in OPCs could also affect these noncanonical oligodendroglial functions.

In the experience-dependent motor learning paradigm (complex wheel test), OPC-specific heterozygous *Nf1*-mutant mice show normal motor learning, whereas OPC-specific *Nf1*-null mice exhibit impaired motor learning. One plausible explanation for the motor learning difference between the heterozygous *Nf1*-mutant and *Nf1*-null conditions is that the complex wheel test-induced neuronal activity in the motor cortex (for example, both M1 and M2) is sufficient to induce some adaptive oligodendroglial changes in heterozygous *Nf1*-mutant but not in *Nf1*-null oligodendroglial cells. Notably, these two different models display baseline differences in their OPC populations: heterozygous *Nf1*-mutant mice show comparable OPC density to WT controls outside of hyperdense foci, whereas *Nf1*-null mice exhibit higher OPC density globally throughout their brains. It should be noted that not all newly generated oligodendrocytes derive from new OPC proliferation but by direct OPC differentiation without prior proliferation^8^. Additionally, existing oligodendrocytes can remodel myelin (for example, myelin sheath length) in response to neuronal activity^40,41^, underscoring the numerous mechanisms by which neuronal activity can modulate myelination; we have not assessed such potential myelin remodeling aspects of myelin plasticity in this study.

Activity-regulated oligodendroglial responses contribute to several cognitive functions, many of which are impaired in people with NF1, including attention, learning and memory^6–9^. Our findings show that mice with *Nf1*-mutant OPCs exhibit impaired responses to neuronal activity and consequent defective motor learning. While prior cell type-specific genetic mouse modeling studies demonstrated that *Nf1* loss in neurons causes spatial learning deficits^42^, it was unclear whether other neurological processes that oligodendroglial plasticity modulates (for example, attention, short-term memory and spatial learning) are similarly disrupted by *Nf1* mutation in OPCs. In this regard, we observed that larger focal OPC hyperdensities within the cingulum, which is critical for motor cortex function, correlate with poorer motor learning. These findings suggest a model where several neuronal circuits may be partially disrupted by the focal OPC hyperdensities, creating a potential threshold for the development or progression of neurological deficits.

The elucidation of an oligodendroglial-based mechanism for cognitive impairment in NF1 also suggests new potential therapeutic avenues focused on restoring adaptive oligodendroglial responses. Coupled with previous work demonstrating that a TrkB agonist, which induces oligodendrogenesis, rescues chemotherapy-induced impairment in oligodendroglial plasticity and cognitive function^6^ and that clemastine, which promotes oligodendrogenesis, rescues social isolation-induced deficits in adaptive myelination and social avoidance^43^, these findings support the concept that therapies that promote OPC differentiation could potentially be leveraged to treat cognitive deficits in individuals with NF1.

Second, the germline *NF1* mutation (monoallelic inactivation) affects all cell types in the body of individuals with this neurogenetic disorder; however, subsequent second-hit events (for example, *NF1* loss of heterozygosity) involving the one remaining functional *NF1* allele (biallelic inactivation) in specific cell types contribute to many NF1 clinical manifestations. Depending on the cell types affected, monoallelic and biallelic *NF1* inactivation can both be pathogenic. Using genetically engineered mice to model NF1, previous studies revealed that monoallelic inactivation of *Nf1* in inhibitory neurons leads to deficits in spatial learning^42^. In contrast, the NF1-associated corpus callosum enlargement was observed only with biallelic, but not monoallelic, *Nf1* inactivation in neural stem cells^44^. It is thus important to study the function of *NF1* in a cell type-specific manner and to investigate the effects of both monoallelic and biallelic *NF1* inactivation. In this study, we found that *Nf1*^OPC-iKO^ (biallelic *NF1* loss) mice exhibit impaired motor learning, while motor learning performance in *Nf1*^OPC-Het^ (monoallelic *NF1* loss) mice depends on the size and location of the focal OPC hyperdensities. Our findings also underscore the contribution of biallelic *Nf1* inactivation to more severe CNS deficits associated with NF1.

The discrete appearance of focal OPC hyperdensities in heterozygous *Nf1*-mutant mouse brains is reminiscent of the T2 hyperintensities (focal areas of signal intensity, FASI) detected on magnetic resonance imaging of children with NF1 (ref. ^45^). Prior histological analyses of the brains of three patients with FASI uncovered vacuolar changes suggestive of myelin disruption^46^. However, the cellular identity of FASI remains inconclusive so far. The OPC density and the experience-dependent oligodendrogenesis deficits of OPCs within focal OPC hyperdensities of heterozygous *Nf1*-mutant mice are similar to the behavior of *Nf1*-null OPCs, suggesting that OPCs within focal OPC hyperdensities probably exhibit *Nf1* loss of heterozygosity. In support of this idea, OPC-specific *Nf1* loss of heterozygosity induced in heterozygous *Nf1*-mutant mice by Cre-mediated chromosomal recombination (MADM) results in regional increases in OPC proliferation^22^.

Third, the finding that some, but not all, germline *Nf1* mutations result in the formation of OPC hyperdensities suggests differential effects of the mutation on oligodendroglial lineage biology. In this respect, there are *Nf1* mutation-specific effects, which are not accounted for by neurofibromin regulation of RAS, as all *Nf1* mutations examined lead to increased RAS activity. In contrast, the germline *Nf1* mutations associated with OPC hyperdensity formation result in increased PI3K/AKT signaling, suggesting additional functions of neurofibromin in maintaining PI3K/AKT homeostasis independent of RAS hyperactivation alone. Importantly, these observations dissociate OPC hyperdensity from optic glioma formation in that some strains that do not generate focal OPC abnormalities still form optic gliomas (R1278X)^47^. Future investigation will be required to define the mechanism by which germline *Nf1* mutations differentially regulate PI3K/AKT activation in OPCs.

Last, NF1 is both a neurological disorder and a cancer predisposition syndrome. It is conceivable that the focal OPC hyperdensities represent preneoplastic regions at risk of transforming into gliomas. To this end, inactivating both *Nf1* and *Trp53* transforms OPCs into high-grade gliomas^14^. It is therefore possible that *Nf1* inactivation primes OPCs for neoplastic transformation by increasing proliferation and decreasing oligodendrogenesis, while *Trp53* inactivation is required to inhibit the senescence program in *Nf1*-null OPCs^22^ and facilitate gliomagenesis. Given that adult patients with NF1 have a higher chance of developing high-grade gliomas than observed in the general population^48,49^, it is likely that these focal OPC hyperdensities serve as a preneoplastic pool of glioma-initiating cells that transform into glioma when mutations in other glioma driver genes (for example, *Trp53*) co-occur.

## Conclusion

Oligodendroglial plasticity is critical for proper neurological function in the healthy brain, and we now demonstrate that adaptive OPC responses are disrupted by *NF1* mutations in the neurogenetic disorder NF1, which impairs oligodendroglial dynamics and results in motor learning deficits.

## Methods

### Mice

All mice were used in accordance with an approved Institutional Animal Care and Use Committee protocol at Stanford University and Washington University. All mice were maintained on a C57/BL6 background. Mice were housed with free access to water and food according to the university’s guidelines in 12-h light/12-h dark cycles. The housing rooms are kept at a set point of 20–26 °C, with humidity ranging from 30% to 70%. Littermates (4–24 weeks of age) were used without selection for sexes. No obvious sex-dependent effect was observed. *Nf1*^WT^ (*Nf1*^*fl/fl*^, *Nf1*^*fl/+*^ or *Nf1*^*+/+*^) and heterozygous *Nf1*-mutant (*Nf1*^*fl/mut*^ or *Nf1*^*+/mut*^) mice were generated previously^50–53^ and bred with *Pdgfra::Cre*^*ER*^ (Jackson Laboratory, 018280) or *Pdgfra::Cre* mice (Jackson Laboratory, 013148) to induce OPC-specific *Nf1* inactivation. *Nf1*^+/C383X^, *Nf1*^+/R1809C^, *Nf1*^+/G848R^ or *Nf1*^+/R1276P^ mice were generated previously^47,54,55^. *Kras*^*LSL-G12D*^ mice (courtesy of Dr. Laura Attardi) were bred with the *Olig2::Cre* mice (025567). *Trp53*^*+/*^^−^ (002101), *Pten*^*+/*^^−^ (42059) and *Kras*^*+/*^^−^ (008179) mice were purchased from Jackson Laboratory; *Rb1*^+/fl^ mice (courtesy of Dr. Julien Sage)^56^ were bred with the *Pdgfra::Cre*^*ER*^ mice. To induce Cre^ER^-mediated *Nf1* inactivation, mice were administered tamoxifen (Sigma-Aldrich T5648, 100 mg kg^−1^, intraperitoneally (i.p.)) for 4 consecutive days (optogenetic and complex wheel experiments) or 4-hydroxytamoxifen (Sigma-Aldrich H6278, 50 mg kg^−1^, i.p.) for 5 consecutive days (immunohistochemistry analyses in Extended Data Fig. 3). NVP-BKM120 (PI3K inhibitor; 50 mg kg^−1^ daily; Selleckchem S2247) was administered to P23 *Nf1*^+/neo^ mice by oral gavage for 14 days.

### Optogenetic stimulation

AAV-DJ-hSyn-hChR2(H134R)-eYFP (virus titer: 1.5 × 10^12^ vg ml^−1^) and AAV-DJ-hSyn-eYFP (virus titer: 2.2 × 10^12^ vg ml^−1^) were obtained from Stanford Gene Vector and Virus Core. One microliter of virus was unilaterally injected into the premotor cortex (from bregma anterior-posterior (AP), +1.00 mm; medial-lateral (ML), −0.5 mm; dorsal-ventral (DV), −0.7 mm) of 4-week-old mice under 1–4% isoflurane anesthesia on a stereotactic surgery rig. Optic cannula was placed over premotor cortex (from bregma AP, +1.00 mm; ML, −0.5 mm; DV, −0.5 mm) and secured with dental cement. Four weeks after the surgeries, animals were connected to a 473-nm diode-pumped solid-state laser system with a monofiber patch cord. To optogenetically stimulate the premotor cortex, pulses of blue light were administered at 20 Hz, 50 ms pulse length, with alternating 30-s-light 2-min recovery periods. ChR2-expressing, but not YFP-expressing, mice exhibited unidirectional circling behavior when the blue light was on. During stimulation sessions, light was administered for 30 min, and mice were perfused 3 h after the start of the stimulation session. To label the dividing cells, all mice were injected i.p. with EdU (40 mg kg^−1^) for all the stimulation sessions.

### Immunohistochemistry

Mice were anesthetized with 2.5% avertin in phosphate-buffered saline (PBS) and transcardially perfused with PBS. The brain was removed and placed into 4% paraformaldehyde for 16–24 h at 4 °C, followed by 30% sucrose in PBS. Coronal floating brain sections (40 μm) were obtained, blocked with 3% normal donkey serum in Tris-buffered saline (TBS) with 0.3% Triton X-100 for 30 min at room temperature. Primary antibody incubation (1% normal donkey serum in TBS with 0.3% Triton X-100) follows, either for 4 h at room temperature or overnight at 4 °C. The brain sections were then washed in TBS, followed by secondary antibody incubation (1% normal donkey serum in TBS with 0.3% Triton X-100) for 2–4 h at room temperature, then mounted with prolong gold (Invitrogen P36930).

Primary antibodies used: goat anti-PDGFRα (1:250–1:500, R&D AF1062), rabbit anti-Olig2 (1:500, Abcam ab109186), rabbit anti-Ki67 (1:500, Abcam ab15580), rat anti-MBP (1:250, Abcam ab7349), chicken anti-GFP (1:500, Abcam Ab13970), rabbit anti-ASPA (1:250, EMD Millipore ABN1698), mouse anti-ECRG4 (1:250, OriGene TA320049), rabbit anti-ENPP2 (1:200, Invitrogen PA5-85221), rat anti-CD68 (1:200, Abcam ab53444), rabbit anti-Iba1 (1:1,000, Wako Chemicals 019-19741), goat anti-Olig2 (1:500, Novus Bio AF2418), rat anti-MBP (1:250, Abcam ab7349) and rabbit anti-cleaved caspase-3 (1:500, Cell Signaling Technology 9664). Secondary antibodies used: donkey anti-goat 488 (1:500, Jackson ImmunoResearch 705-545-147), donkey anti-goat 594 (1:500, Jackson Immunoresearch 705-585-003), donkey anti-goat 647 (1:500, Jackson ImmunoResearch 705-605-147), donkey anti-rabbit 594 (1:500, Jackson ImmunoResearch 711-585-152), donkey anti-rabbit 647 (1:500, Jackson ImmunoResearch 711-605-152), donkey anti-rabbit 488 (1:500, Jackson ImmunoResearch 711-545-152), donkey anti-chicken 488 (1:500, Jackson ImmunoResearch 703-545-155) and donkey anti-rat 647 (1:500, Jackson ImmunoResearch 712-605-150). Images were taken using a Zeiss Axio Imager M2, a Zeiss LSM 700 or a Zeiss 980 scanning confocal microscope and quantified using ImageJ (v 2.0.0).

### Fluorescence in situ hybridization

To obtain fresh frozen brain samples for RNAscope, mice were intracardially perfused with PBS. The brains were embedded and frozen in the optimal cutting temperature (OCT) compound (Tissue-Tek). The fresh frozen brains were sectioned into 12-µm slices, which were attached to Tissue Path Superfrost Plus Gold Slides (Fisher Scientific 15-188-48). The slides were stored at −20 °C for 1 h to dry the brain slices. Then, the slides were stored at −80 °C until use. Fluorescence in situ hybridization was performed using the RNAscope Fluorescent Multiplex Reagent kit v2-Mm (ACDBio 323100) in accordance with the manufacturer’s instructions. To visualize amplified RNA signals, Opal 520, 570 and 690 reagents (Akoya Biosciences FP1487001KT, FP1488001KT and FP1497001KT) were used. Then, the brain slices were mounted with prolong gold (Invitrogen P36930). Probes used were Mm *Pdgfra*-C2/-C3 (ACDBio 480661-C2/480661-C3), Mm-*Ttr* (ACDbio 424171), Mm-*Cxcl10*-C2 (ACDbio 408921-C2) and Mm-*Sox9* (ACDbio 401051). Images were taken using a Zeiss 800 and Zeiss 980 confocal microscope and analyzed using Fiji (v 2.3.0/1.53q).

To measure *Ttr* area, the threshold was adjusted to *Ttr* fluorescence signal. To get consistent data, the same threshold value was used for all images. To quantify the number of reactive astrocytes, *Cxcl10* and *Sox9* double-positive cells were counted. Only the 4′,6-diamidino-2-phenylindole covered with over four dots of *Cxcl10* and *Sox9* signal was counted as a reactive astrocyte. For both *Ttr* and reactive astrocyte experiment, fewer than four *Pdgfra*^*+*^ cells or more than six *Pdgfra*^*+*^ cells in the region of interest were considered as nonhyperdensity or OPC hyperdensity areas, respectively.

### Complex wheel test

Mice (15 weeks of age) were individually housed with the complex wheel with water (supplemented with 0.2 mg ml^−1^ EdU) and food. The training sessions for the complex wheel test are conducted over 7 days. The animals have free access to the wheel, water and food during the entire session. Complex wheels with dimensions previously described were constructed from laser-cut acrylic and assembled in laser-cut acrylic housings^7^. Wheels were mounted on stainless-steel axles with polytetrafluoroethylene bearings. Rung arrangements were configured as previously described^7^. To measure wheel speed, infrared distance sensors were mounted above each wheel to identify the movement of individual rungs across the sensor path during the wheel’s rotation. Analog output from these sensors was logged along with timestamps using an Arduino. Up to six wheels were active simultaneously per experiment, and the speed of *Nf1*^WT^ mice does not differ among wheels, indicating similar performance of the wheels. Further hardware specifications are available upon request.

Logged data from the Arduino-based monitoring system were processed in Matlab. The rotation of individual wheel rungs across the sensor path (rung intercepts) was identified via Matlab’s ‘findpeaks’ function. The data were then filtered to periods of active wheel rotation, defined as periods where rung intercepts occurred at less than 2-s intervals. One full revolution of each wheel was identified by a series of rung intercepts equal to the total number of rungs per wheel. The cumulative distance traveled by each mouse over the total number of revolutions in each experiment was calculated using the circumference of each wheel. Using a sliding window of size equal to the number of rungs per wheel, wheel speed was estimated by dividing the wheel circumference over the total time elapsed within a given sliding window. These values were then initially smoothed by moving average over 100-revolution intervals. Subsequently, average velocities were calculated and reported over a defined distance interval, such that mouse-to-mouse comparisons were made on the basis of total distance traveled. The code for complex wheel test analyses is available at Zenodo (10.5281/zenodo.10864194).

### Transmission electron microscopy

Mice were killed and perfused with PBS followed by the Karnovsky’s fixative (2% glutaraldehyde and 4% paraformaldehyde in 0.1 M sodium cacodylate). The samples were kept in Karnovsky’s fixative for more than 3 weeks, then post-fixed in 2% osmium tetroxide (EMS 19100) for 2 h at room temperature, washed three times with ultrafiltered water and then en bloc stained 1% uranyl acetate (EMS 541-09-3) overnight at 4 °C. Samples were then dehydrated in graded ethanol (30%, 50%, 75% and 95%) for 15 min each at 4 °C; the samples were then allowed to equilibrate to room temperature and were rinsed in 100% ethanol two times, followed by propylene oxide (EMS 20401) for 15 min. Samples were infiltrated with EMbed-812 resin (EMS 14120) mixed 1:1 with propylene oxide for 2 h followed by 2:1 EMbed-812/propylene oxide for 2 h. The samples were then placed into EMbed-812 for 2 h and then placed into TAAB capsules filled with fresh resin, which were then placed into a 65 °C oven overnight. Sections were taken at 80 nm on a Leica Ultracut S (Leica) and mounted on 100 mesh Cu grids (EMS FCF100-Cu). Grids were contrast stained for 30 s in 3.5% uranyl acetate in 50% acetone followed by staining in 0.2% lead citrate for 2 min. Samples were imaged using a JEOL JEM-1400 transmission electron microscope at 120 kV, and images were collected using a Gatan Orius digital camera.

The g-ratio, defined as the axonal diameter in its short axis divided by the diameter of the entire fiber in the same axis (axonal diameter/axonal diameter + myelin sheath), was measured using ImageJ. A total of 54–209 myelinated axons were quantified for each animal from 2–10 ×6,000 transmission electron micrographs. The number of myelinated axons was quantified from 16–25 ×6,000 transmission electron micrographs.

### Human iPS cell-induced OPCs

Human iPS cells were CRISPR–Cas9-engineered to harbor patient-derived *NF1* mutations as previously described by the Washington University Genome Engineering and iPSC Core Facility (GEiC)^54^. Human iPS cells were differentiated into hiPSC-derived OPCs (iOPCs) as previously described^57^. Briefly, iPS cells were induced into embryoid bodies by seeding 40,000 iPS cells at the bottoms of ultralow cell attachment U-bottom 96-well plates, and incubating them for 5 days in neural induction medium (NIM) (Dulbecco’s modified Eagle medium (DMEM)/F12, 1% nonessential amino acids and 1× N-2 supplement). Subsequently, the embryoid bodies were transferred onto poly-l-ornithine/laminin-coated six-well plates and incubated for 11 days in NIM supplemented with 20 ng ml^−1^ bFGF (PeproTech) and 2 µg ml^−1^ heparin (STEMCELL Technologies); 3 days in NIM supplemented with 100 nM retinoic acid (Sigma-Aldrich); 7 days in NIM supplemented with 100 nM retinoic acid, 1 µM purmorphamine (STEMCELL Technologies) and 1 × B-27; and then 11 days in NIM supplemented with 10 ng ml^−1^ bFGF, 1 µM purmorphamine and 1 × B-27. For OPC maturation and maintenance, the OPC colonies were incubated for 120 additional days in glial induction medium (DMEM/F12, 1× N1 (Sigma-Aldrich), 1× B27, 60 ng ml^−1^ T3, 100 ng ml^−1^ biotin (Sigma-Aldrich) and 1 µM cAMP (PeproTech)) supplemented with 10 ng ml^−1^ PDGF-AA, 10 ng ml^−1^ IGF-1 and 10 ng ml^−1^ NT3.

### Mouse OPC culture and differentiation assay

P4-5 mouse pups were rapidly decapitated and brains were processed in Hibernate-A medium (Thermo Fisher Scientific, A12475-01). Resulting tissue was enzymatically disassociated in buffer containing HEPES–Hanks’ Balanced Salt Solution (HBSS) with DNase (Worthington Biochemical LS002007) and Liberase (Roche Applied Sciences 05401054001) at 37 °C on a rotator. Then, tissue mixture was triturated with a 1,000-μl tip and passed through a 100-μm cell strainer. OPCs were isolated using the CD140 (PDGFRα) Microbead kit (MACS, Miltenyi Biotec 130-101-502) according to the manufacturer’s instructions. A total of 30,000 cells were seeded per well, on laminin-coated (Thermo Fisher Scientific, 23017015) cover slips in a 24-well plate. OPC proliferation medium containing DMEM (Thermo Fisher Scientific, 11320082), GlutaMAX (Invitrogen, 35050-061), sodium pyruvate (Invitrogen, 11360070), MEM nonessential amino acids (Thermo Fisher Scientific, 11140076), antibiotic–antimytotic (Gibco), N21-MAX (R&D systems, AR012), trace elements B (Corning, 25-022-Cl), 5 mg ml^−1^ *N*-acetyl cysteine (Sigma-Aldrich, A9165), 10 ng ml^−1^ PDGF-AA (Shenandoah Biotechnology, 200-54), 10 ng ml^−1^ ciliary neurotrophic factor (PeproTech, 450-13) and 1 ng ml^−1^ NT3 (PeproTech, 450- 03) was used. OPCs were incubated in this proliferative medium for 3 days to allow for proliferation. After the cells were incubated in OPC proliferative medium for 3 days, they were switched to differentiation medium. This consists of OPC proliferation medium without the growth factors PDGF-AA and NT3. Half medium change was done every other day, and the differentiation assay continued for 6 days after the start of incubation with the differentiation medium. On the sixth day, cells were fixed with 4% paraformaldehyde for 20 min and incubated in HBSS until immunohistochemistry. All in vitro experiments were performed in triple wells (technical replicate) and independently replicated (biological replicates).

### Western blot

Snap-frozen whole mouse brains or iOPC pellets were lysed in 200 μl RIPA buffer (Fisher) supplemented with protease and phosphatase inhibitor cocktails (Cell Signaling Technology). Thirty micrograms of total protein of each sample was analyzed by western blot using antibodies, including rabbit anti-phospho-AKT^T308^ (Abcam ab38449, 1:500), rabbit anti-AKT (Cell Signaling Technology, 9272S, 1:1,000) and mouse anti-α–tubulin (Cell Signaling Technology, 3873S, 1:5,000). The membranes were imaged using a Li-Cor Odyssey Fc system and protein band intensities were analyzed using Li-Cor Image Studio Software (version 2.0). Relative expression of phospho-AKT^T308^ was calculated after normalization to total AKT levels and using α-tubulin as a loading control. A minimum of four independent brain samples or independently generated iOPC pellets were used for each genotype.

### Stereology

White matter volume was measured with the Cavalieri method by marking grid points over an area of interest and calculating with the Cavalieri Estimator in Stereo Investigator (v2023.1.2), as described previously^58^.

### Demyelination with lysolecithin

As the positive control for the cleaved caspase-3 immunostaining, 1 µl of lysolecithin (Sigma, 62963) was sterotaxically injected into cingulum (AP, +1 mm; ML, −1 mm; DV, −1.3 mm) of 4-week-old WT mice using Hamilton Neuros syringe (1701RN-65460-05) over 5 min with 0.2 µl min^−1^ flow rate. Animals were transcardially perfused 1 week later.

### CatWalk gait analysis

Mice (15 weeks of age) were tested on the CatWalk system (Noldus) before the complex wheel test. The test was performed as previously described^4^ in the dark with at least three successful runs recorded for each mouse. Data were analyzed with CatWalk XT 9.0 (Noldus).

### RAS activity assay

RAS activity assays (Cell Biolabs, STA-440) were performed on fresh flash-frozen hippocampi homogenized in the provided lysis buffer supplemented with aprotinin, leupeptin and phenylmethylsulfonyl fluoride. A total of 0.4–1 mg ml^−1^ of lysate was assayed per well, and the RAS activation enzyme-linked immunosorbent assay was performed following the manufacturer’s instructions. Each assay was performed using a minimum of three independently generated biological replicates. Data from these colorimetric assays were collected on a Bio-Rad iMark microplate reader and analyzed using MPM6 v6.3 (Bio-Rad Laboratories) software. In Extended Data Fig. 7a, one outlier was excluded from the *Kras*^+/^^−^ group (1.097) and one from the *Kras*^+/−^;*Nf1*^+/neo^ group (0.977) using the Grubbs test (*α* = 0.05).

### Spatial transcriptomics

For tissue optimization, ten serial sections of 10-μm thickness from a representative sample were subjected to bulk RNA extraction (Qiagen RNeasy Mini Kit, Qiagen) and RNA integrity number analysis (Bioanalyzer, Agilent). Seven serial sections of 10-µm thickness were collected on a Tissue Optimization slide (10x Genomics), hematoxylin and eosin (H&E) stained and subjected to permeabilization over a range of time points (3–30 min), followed by on-slide reverse transcription and fluorescent complementary DNA synthesis. Fluorescent cDNA footprint was imaged (Keyence BZ-X800, Keyence) and analyzed to obtain the appropriate permeabilization time for gene expression studies.

To analyze gene expression, 10-µm sections from fresh frozen OCT-embedded mouse brain tissue samples were collected on Visium Gene Expression Slides (10x Genomics). Sections were H&E stained and imaged (Keyence BZ-X800). Sections were permeabilized for 10 min, followed by reverse transcription, cDNA synthesis, cDNA amplification and next-generation sequencing library preparation as per the manufacturer’s protocol (10x Genomics).

For sequencing, indexed libraries were pooled and sequenced over NovaSeq 6000 (Illumina) to obtain a minimum of 50,000 reads per spot (250M reads per section). Raw sequencing reads were parsed through the Spaceranger analysis pipeline (10x Genomics) to generate the final readout. The analyses were performed using Loupe Browser (6.0.0).

### Statistics and reproducibility

Data analyses were performed using Prism GraphPad (v8.4.1). The normality of each group was determined by Shapiro–Wilk test. We did not assume equal variances. Comparisons between two normally distributed groups were analyzed using unpaired *t*-tests with Welch’s correction. Multiple comparisons among normally distributed groups were analyzed using Brown–Forsythe and Welch analysis of variance (ANOVA) tests with Dunnett’s T3 correction for multiple comparison. Kruskal–Wallis test with Dunn’s correction for multiple comparison was used for comparisons involving data that do not pass the Shapiro–Wilk test. Statistical tests used were indicated in the figure legends with *F* and *P* values. Statistical significance was set at *P* ≤ 0.05. All data are presented as mean values with standard error of mean (s.e.m.). The number of biological samples used in the in vivo experiments is indicated in the figure legends. Animals in each litter were randomly assigned to experimental groups. Data from multiple litters, each containing various genotypes, were pooled for analyses. Mouse ear tag and cage identifiers, with no additional information, were available to investigators who performed data collection and analyses. All in vitro tests were repeated at least three independent times with similar results. In motor learning tests, sample sizes were chosen on the basis of power calculations of pilot cohorts (80% power and significance level of 0.05). Sample sizes for other experiments were based on and similar to previously published studies^4–9^. Statistically significant outliers (based on Grubbs’ test) were excluded and indicated in figure legends.

### Materials availability

The reagents described herein are freely available and can be obtained by contacting the corresponding authors and with a standard materials transfer agreement.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-024-01654-y.

### Supplementary information

Reporting Summary

Supplementary Video 1 Mice with neuronal ChR2 expression in the motor planning region were exposed to blue light (related to Fig. 1) and showed complex motor behavior.

### Source data

Source Data Figs. 1–5 Raw data.

Source Data Fig. 4 Unprocessed western blots.

Source Data Extended Data Fig./Tables 1–9 Raw data.

## Data Availability

Spatial transcriptomics data are deposited in GEO (accession number GSE263303). Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

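Spatial transcriptomics of 4 *Nf1*+/- mouse brain sections was the experiment analysed. The authors processed the reads with Space Ranger 1.3.1 and deposited raw UMI counts per gene and spot, without normalization, for 32285 genes. The files name no genome build, so genes are given by the symbols and identifiers in the files and no coordinates are given. Section numbers only name the sections. Pairs of sections differed beyond sampling noise (chi-square per degree of freedom from 14.5 to 55.4), so each was counted once. The totals were 19261710 to 37002379 UMIs per section, and these count UMIs, whereas the depth given in the study's methods counts sequencing reads. CPM are UMIs scaled to a section total of 1000000. Other experiments of the study have no count files here and were not analysed.

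Spots with at least 500 UMIs were used. The OPC score of a spot was the observed minus the expected number of UMIs of 8 OPC markers, divided by the square root of the expected number, with the expected number taken from the spot's total UMIs. The top 10% of spots in each section were the OPC-marker-high spots. This grouping replaces the study's regions, whose outlines were not used here. Deposited counts were summed per section and spot group and compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, section as a block, Benjamini-Hochberg adjustment over 14267 genes). Standard errors are the log2 fold change divided by the square root of the F statistic. The OPC-marker-high and other spots of a section come from the same tissue, which pairs them, and their deviations from the group means correlated at 0.39 to 0.51 across genes. Counts of genes past an adjusted p-value of 0.05 leave out the 8 score markers, because those define the groups. Counts were simulated for this comparison with 14267 genes, all at a dispersion of 0.02, of which 200 were changed by a log2 fold change of 1 in either direction. The test called 149 of the changed genes, 4 unchanged genes and no gene in the wrong direction. Since every simulated gene had the same dispersion, this does not show how often genes that vary more between sections, such as *Ttr*, are falsely called.

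Choroid plexus-marker spots were those with at least 3 of 10 markers (*Folr1*, *Kcnj13*, *Clic6*, *Kl*, *Tmem72*, *Slc4a5*, *Otx2*, *Prlr*, *Sostdc1* and *F5*). Shares of spots have exact (Clopper-Pearson) 95% intervals, which cover counting error only. For matching, the spots of each section were clustered into 10 region clusters by k-means on 20 components of 1000 variable genes (scikit-learn 1.9.0), with the OPC and choroid plexus markers and the 5 genes *Ttr*, *Enpp2*, *Rarres2*, *Ecrg4* and *Nf1* left out, and each OPC-marker-high spot was given up to 3 other spots of its cluster nearest in total UMIs. The clusters come from expression and not from positions. Because other tested genes entered the clustering, the genes were also divided at random into 2 sets, and each gene was tested against spots matched on clusters from the set without it (clusters without the tested gene). No cell types were assigned to spots, since a spot can hold several cells. As a comparison, 50 random sets of 8 genes of like abundance were used to pick spots in the same way. Unlike the other counts of called genes, those for these sets include the 8 genes that picked the spots and the OPC markers.

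Genes named in the text are those the study names, the marker lists, sex-linked genes, and the 5 largest rises and 5 largest falls with an adjusted p-value under 0.05 and the same direction in all 4 sections. The marker lists cover OPCs, newly formed oligodendrocytes, mature oligodendrocytes, choroid plexus epithelium, ependyma, fibroblasts, astrocytes, microglia and neurons. The groups, tests, marker lists and most alternatives were set before the data were examined. The alternatives were the top 5% or 20% of spots, *Pdgfra* alone or the 7 other markers, spots with choroid plexus markers left out, all spots, matched spots, total-UMI scaling, DESeq2 1.42.0, no filter on low counts, no block, and each section left out in turn. *Pdgfra* alone combined with leaving out choroid plexus-marker spots or with matching, edgeR's robust estimate, a random subset of the other spots, and clusters without the tested gene were added after the data were seen.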

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

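All tests in this part were chosen only after the results were seen. Of 37 values compared across the 4 sections, 1 lay far from the other sections, where chance alone gives about 1.85. It was the log2 ratio of *Plch1* between OPC-marker-high and other spots, which was −3.96 in section 3 and between −1.02 and −0.46 in the other sections. In section 3 the OPC-marker-high spots held 0 UMIs of *Plch1* and the other spots 78, so −3.96 is set by the 0.5 UMI added to each count and is no measured ratio. With 3 UMIs in place of 0 the log2 ratio is −1.37, which makes *Plch1* at least 2.58-fold lower. No technical or biological explanation was tested for it beyond this.

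Spots with choroid plexus markers, which the paper does not discuss, numbered 189 in section 1, against 4, 7 and 76 in sections 2, 3 and 4. The levels of *Ttr*, *Enpp2* and *Ecrg4* were likewise higher in sections 1 and 4 than in sections 2 and 3, with *Ttr* at 12231, 7.00, 72.9 and 3737 CPM. *Rarres2* was highest in section 1 (38.0 CPM) but lowest in section 4 (18.2 CPM). Library size is argued against for *Ttr*, *Enpp2* and *Ecrg4*. Section 1 held fewer UMIs in all than section 2 (log2 ratio −0.66), yet more unscaled UMIs of each of the 3 genes (lowest log2 ratio 1.73). Library size as the whole cause is argued against for *Rarres2* too, since sections 1 and 3 were close in total UMIs (log2 ratio 0.093) but held 893 and 511 UMIs of *Rarres2* (log2 ratio 0.81, 95% exact counting interval 0.65 to 0.97). Sex as the whole cause is also argued against. Sections 1 and 3 both held UMIs of the Y-linked *Ddx3y*, yet the median log2 ratio of the 4 genes between them was 3.18. The 10 choroid plexus markers had a median log2 ratio of 2.88 between sections 1 and 2, so choroid plexus that lies in some sections and not in others may account for the difference in *Ttr*, *Enpp2* and *Ecrg4*, while the low *Rarres2* of section 4 stays open. The sections are of a single genotype, and apart from sex no biological explanation was tested.

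*Ttr* UMIs were found in 99.9% of the spots of section 1 and 99.1% of section 4. Spots free of 5 choroid plexus markers carried *Ttr* at 7.80% of its level in spots with at least 2 of those markers in section 1, and the sum of 5 other choroid plexus markers, not used to pick the spots, stood at 7.73% (from 3.63 to 13.4% for the single markers). In section 4 the values were 1.60% and 1.85%. RNA spread from choroid plexus may give these UMIs, although small pieces of that tissue within spots would look alike. Transcription of *Ttr* throughout the brain at that level is argued against by the marker-free spots of section 2, which held *Ttr* at 6.81 CPM against 4103 CPM in section 1.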

How the results depend on the processing

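The log2 fold change of *Ttr* in OPC-marker-high spots, −0.50, was no longer past the threshold with the top 20% of spots (−0.33), DESeq2 (−0.33), no replicate block (−0.67) or robust dispersion estimates (−0.50, adjusted p = 0.549 from edgeR). Over its 21 alternatives the adjusted p-value of *Ttr* ranged from 3.95e-49 to 0.981. In this part, reversed means only that the sign changed, also where the new value lies within its standard error of 0. This holds for *Rarres2* without choroid plexus-marker spots (0.010, standard error 0.12). With *Pdgfra* alone the fold changes of *Ttr*, *Enpp2*, *Rarres2* and *Ecrg4* reversed to 0.72, 0.39, 0.27 and 0.70. Without choroid plexus-marker spots they reversed to 0.068, 0.12, 0.010 and 0.032, and without spots with any of the 10 markers to 0.068, 0.18, 0.18 and 0.046. *Pdgfra* alone without choroid plexus-marker spots gave 0.19, 0.12, 0.25 and 0.071, and *Pdgfra* alone with matched spots gave −0.17 for *Ttr*. With matched spots the 4 stayed below 0 (−0.22, −0.15, −0.36 and −0.26), *Ttr* alone past the threshold, and all 4 when adjusted over the list alone. With clusters without the tested gene, *Ttr* and *Ecrg4* reversed to 0.034 and 0.031, *Enpp2* and *Rarres2* stood at −0.033 and −0.21, and none was past the threshold under either adjustment, so the calls against matched spots depend on the clusters. *Rarres2* also reversed with the top 20% of spots (0.14) and with the 7 other OPC markers (0.16). *Ecrg4* passed the threshold with the top 5% of spots (−0.92), the 7 other markers (−0.78), all deposited spots (−0.49) and no filter (−0.51), as well as without section 3 (−0.54) and without section 4 (−0.76). *Enpp2* passed it with no filter (−0.19). *Nf1* reversed with the top 5% of spots (0.058), without spots with any choroid plexus marker (0.043), with matched spots (0.017) and with a random subset of the other spots (0.0025), and was past the threshold under no alternative.

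Across the 4 fits that each left out a section, the log2 fold change ranged from −0.88 to −0.10 for *Ttr*, −0.22 to 0.032 for *Enpp2*, −0.11 to 0.054 for *Rarres2*, −0.76 to 0.16 for *Ecrg4* and −0.23 to −0.030 for *Nf1*. The lowest size of *Ttr* and the reversals of *Enpp2* and *Ecrg4* came without section 1, and the reversal of *Rarres2* without section 4.

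In OPC-marker-high spots 397 genes were higher and 442 lower. The counts were 162 and 217 with the top 5% of spots, 216 and 281 with the 7 other markers, 297 and 238 with *Pdgfra* alone, 271 and 203 with *Pdgfra* alone without choroid plexus-marker spots, 304 and 269 without spots with any choroid plexus marker, 49 and 15 with matched spots, 51 and 12 with clusters without the tested gene, 30 and 4 with *Pdgfra* alone and matched spots, 152 and 198 with DESeq2, and 351 and 838 with no filter. With no replicate block they were 8 and 0, with 915 genes at an unadjusted p under 0.05. Leaving out a section gave 214 to 413 higher and 269 to 423 lower genes, with 508 genes in all without section 2, 529 without section 3, 587 without section 4 and 836 without section 1. The share of spots with an *Nf1* UMI, 7.93% in all spots used, was 8.57% in the spots with at least 5000 UMIs and 3.31% in these same spots thinned to 5000 UMIs. Leaving out a section gave shares of 6.92 to 8.69% of spots for *Nf1* and 5.76 to 6.68 CPM. Shares of UMIs in choroid plexus-marker spots ranged from 36.2 to 59.2% for *Ttr*, 14.2 to 34.3% for *Enpp2*, 10.7 to 26.1% for *Rarres2* and 26.5 to 51.2% for *Ecrg4* when a section was left out. They also depended on the number of the 10 markers needed. The mean shares of these genes were 53.0, 30.5, 31.7 and 50.2% with at least 2 markers. With at least 5 markers they were 37.4, 21.8, 12.4 and 32.3%.

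Among the other genes named, *Mbp* reversed with *Pdgfra* alone and matched spots (−0.0076) and with clusters without the tested gene (−0.0097), *Aspa* with matched spots (−0.11), with *Pdgfra* alone and matched spots (−0.076) and with clusters without the tested gene (−0.20), and *Plch1* with *Pdgfra* alone (0.034). In 74 further cases such a gene lost its call. DESeq2 gave no adjusted p-value for *Chst5*, *5033426O07Rik* and *2610028E06Rik*, so these 3 cases were not judged. Except where stated, the cause was not tested. The alternatives that combine *Pdgfra* alone with a second choice, the robust estimates, the random subset and the clusters without the tested gene were chosen after seeing the data.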

Differences from the paper's values

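The paper states that *Ttr*, *Enpp2*, *Rarres2* and *Ecrg4* were higher in the hyperdensities than in regions without them. In OPC-marker-high spots, which are not the study's regions, their log2 fold changes were −0.50, −0.15, −0.022 and −0.48, and none was called higher. Of the 16 alternatives set before the data were examined, 1 called any of them higher when adjusted over all genes. With *Pdgfra* alone as the marker, *Ttr* (0.72), *Enpp2* (0.39) and *Ecrg4* (0.70) were called higher and *Rarres2* (0.27) was not. *Pdgfra* alone without choroid plexus-marker spots, an alternative chosen after seeing the values, called *Ttr* higher (0.19) and the other genes not. No alternative called all 4 genes higher when adjusted over all genes. Adjusted over the 4 genes alone, all 4 were called higher with *Pdgfra* alone, 3 of them (*Ttr*, *Enpp2* and *Rarres2*) with *Pdgfra* alone without choroid plexus-marker spots, and *Enpp2* (0.18) without spots with any of the 10 choroid plexus markers. The same adjustment called 2 lower in the main fit, and 3 each with the top 5% of spots, the 7 other markers, all deposited spots and no filter. It called all 4 lower with matched spots, and 2 with *Pdgfra* alone and matched spots. Total-UMI scaling gave 2 lower, the random subset 3, and leaving out section 2, 3 or 4 gave 3, 3 and 2. The 4 genes were named by the study on these sections, so a test over them alone is not independent of it.

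The paper states that *Nf1* mRNA was too scarce to compare. Here *Nf1* entered the test with 624 UMIs over the 4 sections and had a log2 fold change of −0.12 (standard error 0.21) between the 2 groups of spots.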

Other observations

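The tests of *Pdgfra* alone against matched spots and of the random subset of spots were set before their results were seen. Leaving out choroid plexus-marker spots with *Pdgfra* alone was also set before, but was read gene by gene only after its result. The test against clusters without the tested gene was added after the data were seen, and before its own result was. The fold changes of marker lists and named genes and the comparison with matched spots were planned. The other tests of an explanation in this part were chosen only after the results were seen.

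With *Pdgfra* alone as the marker, the markers of choroid plexus epithelium (median log2 fold change 0.66), ependyma (0.64) and fibroblasts (1.08) rose together with *Ttr*, *Enpp2* and *Ecrg4*. Choroid plexus-marker spots made up 13.0% of the *Pdgfra*-high spots and 12.2% of the others in section 1, and 9.79% and 4.81% in section 4. With these spots left out, *Enpp2* stood at 0.12 (unadjusted p = 0.00954), *Ecrg4* at 0.071 (unadjusted p = 0.674) and *Rarres2* at 0.25, against 0.27 before, none past the threshold when adjusted over all genes. Adjusted over the 4 genes alone, *Ttr*, *Enpp2* and *Rarres2* were called higher. Choroid plexus in the picked spots may thus account for part of the rise of *Enpp2* and *Ecrg4*. The fitted rise of *Rarres2* hardly changed, but its sections moved in opposite directions. Its log2 ratios in sections 1 to 4 were 0.46, −0.024, 0.24 and 0.68 before and 0.78, −0.013, 0.37 and −0.015 after. *Ttr* stayed past the threshold at 0.19, with log2 ratios of 0.31, 0.78, 0.31 and −0.017 in sections 1 to 4. The ratios left in sections 1 and 2 argue against choroid plexus-marker spots as the whole cause of its rise there, although the picked spots of section 2 held only 40 *Ttr* UMIs. Choroid plexus RNA outside choroid plexus-marker spots is not excluded as a source. With these spots left out, the choroid plexus markers still had a median log2 fold change of 0.25 (0 called). Section 3 had no rise of *Ttr* before these spots were left out (−0.47). In section 4, where the ratio was 1.05 before, these spots may account for the whole rise. The *Pdgfra*-high spots were also compared with spots matched on cluster and total UMIs, with the 4 genes and the choroid plexus markers left out of the clustering. There the largest log2 fold change of *Ttr*, *Enpp2* and *Ecrg4* was −0.11, so the region, cell types or total UMIs of the *Pdgfra*-high spots may account for all 3 rises. Adjusted over the 4 genes alone, *Ttr* (−0.17) and *Enpp2* (−0.11) were called lower against these matched spots.

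Among 12683 genes ranked by the ratio of their levels in choroid plexus-marker spots and other spots of sections 1 and 4, *Ttr* ranked 1, *Ecrg4* 2, *Enpp2* 17 and *Rarres2* 66. A hypothesis is that the 4 genes, reported together for the hyperdensities, reflect choroid plexus tissue in the regions that were compared. This cannot be told apart from a change within hyperdensities, because the outlines of the regions were not used here and the ranks alone say nothing of where the regions lay. The paper also reports higher signal of *Ttr*, Ecrg4 and Enpp2 in hyperdensities by in situ hybridization and immunofluorescence, which was not analysed here.

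The decrease of *Ttr* in OPC-marker-high spots rests on section 1, without which its log2 fold change was −0.10. Of 50 random sets of 8 genes, 23 moved *Ttr* at least as far from 0, in a range from −1.28 to 2.52. Spots picked by unrelated genes may thus differ in *Ttr* as much.

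The OPC score varied more across spots than counting noise gives, with a mean variance of 1.91 against a median of 1.09 and a highest value of 1.59 over the 50 random sets. In spots with 3 or more *Pdgfra* UMIs, the other 7 OPC markers summed to 174 ± 17.8 CPM, against 85.1 ± 7.00 CPM in spots without (SD, n = 4 sections).

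Of the 8 splits that swap the 2 groups of spots within sections, 1, the real one, gave as many as 839 genes with an adjusted p-value under 0.05, and the 7 others gave 0 (270 to 728 genes at an unadjusted p under 0.05). With 8 splits this share cannot fall under 0.05. Of the 50 random gene sets, 4 gave at least as many genes (median 179, range 18 to 1360). These counts include the 8 genes that picked the spots, whereas the 839 leave out the 8 OPC markers. As many genes can thus be called without OPC markers, although most random sets gave fewer. Against spots matched on cluster and total UMIs, 64 genes were called, of which 62 were among the 839. The clusters were built from the counts of many of the tested genes, so part of this drop is built in. When each gene was instead tested against spots matched on clusters without the tested gene, 63 were called, of which 62 were among the 839. Against a random subset of as many spots, 688 were called, which argues against the smaller number of spots as the reason for the drop. The tissue make-up or the total UMIs of the OPC-marker-high spots may account for most of the 839 genes. Matching evened out both, and the random subset was matched on neither. OPC-marker-high spots held fewer UMIs than the others in every section (median 13577.5 against 15010 in section 1). The clusters come from expression and not from positions, so region and cell types were not separated.

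In OPC-marker-high spots the median log2 fold change was 2.32 for the 8 OPC markers, which define the group, 0.70 for 3 markers of newly formed oligodendrocytes, 0.39 for 8 of mature oligodendrocytes, −0.36 for 10 of choroid plexus epithelium, 0.17 for 5 of ependyma, 0.66 for 6 of fibroblasts, 0.16 for 5 of astrocytes, 0.20 for 5 of microglia and −0.33 for 5 of neurons. Some of these medians depended on the setting. The fibroblast median was 0.023 with the 7 other OPC markers and 1.08 with *Pdgfra* alone. The choroid plexus median was 0.25 without section 1 (6 genes tested) and 0.36 without choroid plexus-marker spots (7 genes tested). The ependyma median was −0.077 without section 3 and −0.15 with the top 5% of spots. Adjusted over all genes, 7 of the 8 mature oligodendrocyte markers were called higher, and 8 when adjusted over the list alone, whereas against spots matched on clusters without the tested gene their median was −0.031, with 0 called and 0 at an unadjusted p under 0.05. *Olig2* was higher by 1.18 (adjusted p = 3.27e-10 from edgeR, higher in 4 of 4 sections) and *Enpp6* by 0.70 (adjusted p = 0.0265 from edgeR, higher in 4 of 4 sections). *Olig2* was called higher in 21 of 21 alternatives and *Enpp6* in 9 of 21, where its adjusted p-value ranged from 0.00364 to 0.995. Against matched spots *Enpp6* stood at 0.16, and at 0.029 with *Pdgfra* alone and matched spots. Outside the 8 OPC markers, the largest rises were those of *Chst5* (2.19), *Tafa4* (2.09), *5033426O07Rik* (1.95), *Fam89a* (1.78) and *2610028E06Rik* (1.76). They were called higher in 18 of 20, 17 of 20, 11 of 14, 20 of 21 and 9 of 11 alternatives. The largest falls were those of *Plch1* (−1.18), *Ovol2* (−1.11), *Dtl* (−1.09), *Baiap2l2* (−1.03) and *Tcap* (−0.97). These were called lower in 6, 16, 10, 6 and 17 of 21 alternatives. *Cxcl10* had too few UMIs to be tested.

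Sections 1 and 3 held 717 and 541 UMIs of *Ddx3y*, where sections 2 and 4 held 0, and sections 2 and 4 held 1452 and 411 UMIs of *Xist*, where sections 1 and 3 held 1 and 0.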
